# Stable inheritance of the *Streptomyces* linear plasmid SCP1 by dual ParAB*S* partition systems

**DOI:** 10.1093/nar/gkag593

**Published:** 2026-06-08

**Authors:** Leah McPhillips, Govind Chandra, Thomas C McLean, Ngat T Tran, Tung B K Le

## Abstract

Low-copy-number plasmids often rely on dedicated maintenance mechanisms, such as partitioning systems, to ensure stable inheritance across generations. These partition systems actively segregate sister plasmid copies during cell division and are classified by the NTPase types they encode. While the distribution and organization of partition system types are well characterized in *Enterobacteriaceae* plasmids, their functions and diversity across broader bacterial taxa remain poorly understood. Here, we analyze a large and diverse plasmid database to examine the distribution of partition system types and find that plasmids encoding multiple partition systems are more common than previously recognized. Notably, many plasmids encode multiple partition systems of the same type, an organization that has not been previously studied. To further investigate, we employ the *Streptomyces* linear plasmid SCP1, which encodes two type I ATP- and CTP-dependent *parABS* partition systems, as a model. Sequence analysis shows that both SCP1-encoded ParBs harbor less conserved CTPase domains than their chromosomal counterparts, suggesting they might diverge from canonical ParB functions. However, using chromatin immunoprecipitation with deep sequencing, biochemical assays, and targeted mutagenesis, we demonstrate that both proteins are *bona fide* ParB CTPase proteins: they recognize distinct *parS* sites on SCP1, bind and hydrolyze CTP, and slide to accumulate on DNA. Despite both systems being functional, only *parABS1*, but not *parABS2*, is crucial for SCP1 maintenance under standard laboratory conditions. Altogether, these findings provide the first functional characterization of dual ParB–CTPase partition systems coexisting on a single plasmid, advancing our understanding of plasmid maintenance in *Streptomyces*, and reveal new aspects of the diversity and distribution of plasmid partition systems in bacteria.

## Introduction

DNA segregation is essential to ensure the complete set of genetic information is inherited during cell division. Low-copy-number plasmids [1–3] and most bacterial chromosomes [4, 5] employ partition systems to actively segregate replicated DNA. However, most knowledge on partition systems comes from studying model unicellular bacterial chromosomes and *Enterobacteriaceae* plasmids, such as the F, P1, RK2, pB171, and R1 plasmids [1–4]. Consequently, our understanding of plasmid partition systems across a broader bacterial diversity, particularly in bacterial species that do not divide by binary fission, such as the filamentous *Streptomyces* [6, 7], remains limited.

Plasmid partition systems are evolutionarily diverse but are generally organized as tripartite modules comprising a *cis*-acting centromere site(s), a *trans*-acting centromere-binding protein, and an NTPase that powers plasmid positioning and segregation. Traditionally, these systems are classified by the type of their encoded NTPase: deviant Walker-type ATPases (type I or ParAB*S* systems), actin-like ATPases (type II or ParMR*C* systems), and tubulin-like GTPases (type III or TubZR*C* system) [2, 3]. The centromere-binding protein typically harbors either a helix-turn-helix (HTH) (types I and III) or a ribbon-helix-helix (RHH) (types I and II) DNA-binding domain [2, 3]. Partition complexes form when multiple centromere-binding proteins accumulate around the centromere site, providing a platform for NTPase-driven DNA segregation. Among these systems, type-I partition systems are the most prevalent, at least among *Enterobacteriaceae* plasmids [1, 2, 5, 8]. Type-I partition systems were previously classified into subgroups Ia and Ib based on the size, organization, and regulation of the *parAB* operon [9]. However, since this classification was established, numerous exceptions have been found, prompting a proposal to abaandon this subgrouping of type-I partition systems [2]. Instead, type-I systems can be subtyped by whether their centromere-binding protein (ParB) contains an HTH or an RHH DNA-recognition motif [1, 2, 10]. Recently, it was discovered that type-I HTH-ParBs, the only partition system type present on bacterial chromosomes [11], function as cytidine triphosphate (CTP)-dependent molecular clamps to mediate DNA segregation [12–15]. The highly conserved CTPase domain in type-I HTH-ParB enables CTP binding and hydrolysis [10, 12, 13, 14, 16–19]. CTP binding, along with centromere (*parS*) binding, facilitates the closed-clamp conformation that enables ParB spreading/sliding along DNA away from the *parS* loading site. Repeated ParB loading onto *parS*, followed by escape and sliding, results in multiple ParB–CTP clamps decorating the vicinity of *parS*. CTP hydrolysis reopens the clamp, releasing the DNA, thus recycling ParB [12, 13, 14, 17, 20]. Additionally, ParB–CTP has been suggested to phase-separate and recruit other ParB molecules to bridge and condense DNA surrounding *parS* sites, thereby creating a local platform for ParA interaction and facilitating DNA segregation [21–26]. In contrast, type-I RHH-ParB, type-II, and type-III systems employ static protein–DNA binding to an array of centromeric repeats [3]. New insights into mechanistic differences between the subgroups of type-I partition systems, especially when prior analyses of partition system prevalence often grouped all type-I systems together [2, 8], underscore the need to reassess the distribution and diversity of these partition systems across broader bacterial taxa.

The need to broadly examine partition systems is also evident in bacteria with complex life cycles. Because research has largely focused on *Enterobacteriaceae* plasmids, plasmid maintenance mechanisms in bacteria such as *Streptomyces*, which do not divide by binary fission but undergo a complex multicellular development involving filamentous growth and sporulation [6, 7, 27], remain less understood. Plasmids in *Streptomyces* likely face additional challenges to ensure even plasmid distribution throughout vegetative hyphae and stable inheritance during sporulation. Studies on the *Streptomyces lividans* plasmid SLP2 showed that its *parABS* partition system and the Spd1 protein likely have redundant roles in intramycelial movement of plasmids during vegetative growth, with conjugation redistributing plasmids to hyphae that have lost them, while the *parABS* system alone is crucial during sporulation [28]. Recently, an atypical type-I HTH-ParB partition system, *parATS*, has been described for the *Streptomyces coelicolor* A3(2) circular SCP2 plasmid [29, 30]. Its ParB-like protein, ParT_SCP2_, retains an HTH domain but lacks a typical ParB CTPase domain. Nevertheless, a clamp-like ParT_SCP2_ still spreads on DNA but in a CTP-independent manner [29]. These findings reveal the unexpected functional diversity of *Streptomyces* partition systems and raise further questions on whether other *Streptomyces* partition systems deviate from canonical types. Within this context, the *S. coelicolor* A3(2) linear plasmid SCP1 stands out because it is predicted to encode dual type-I HTH-ParB *parABS* systems [31]. Although some *Enterobacteriaceae* virulence plasmids encode multiple partition systems, possibly to enhance their plasmid stability [32, 33], they invariably combine partition systems of different types [8, 33–38] rather than two of the same type [1]. Since identical partition systems on the same plasmid may cause incompatibility, and thus eventual plasmid loss [2], it has been generally considered that plasmids do not encode partition systems of the same type [1]. SCP1 therefore represents an opportunity to investigate the co-existence of partition systems of the same type on a single plasmid.

Here, we address these broader questions by examining the distribution of partition system types across a large and diverse plasmid database. We find that plasmids encoding multiple partition systems are more common than previously appreciated. Notably, plasmids encoding multiple partition systems of the same type are frequent, with the dual type-I partition systems with HTH-ParBs, like those on SCP1, being the most common combination. We next employ SCP1 as a model to further explore the role of these dual partition systems. Sequence analyses revealed that the SCP1 ParB proteins contain less conserved CTP-binding pockets than their chromosomal counterparts, suggesting potential divergence from canonical chromosomal ParB functions. However, through ChIP-seq, biochemical assays, and mutagenesis, we demonstrate that both SCP1 ParBs function as *bona fide* ParB CTPase proteins: they recognize distinct *parS* sites on SCP1, bind and hydrolyze CTP, and require CTP and their cognate *parS* sites for sliding and accumulation on DNA. However, only a single partition system, *parABS1*, is essential for SCP1 maintenance under standard laboratory conditions. Together, these findings provide the first functional characterization of dual type-I partition systems coexisting on a single plasmid, broadening our understanding of plasmid maintenance across diverse bacteria taxa.

## Materials and methods

### Strains, media, and growth conditions

*Escherichia coli* strains were grown in lysogeny broth/agar (LB) at 37°C unless otherwise stated and supplemented with the following antibiotics when required: 100 μg/ml carbenicillin, 25 μg/ml chloramphenicol, 50 μg/ml kanamycin, 25 μg/ml nalidixic acid, or 50 μg/ml apramycin. When hygromycin (25 μg/ml) was required, Difco Nutrient Agar was used instead of LB. *S. coelicolor* A3(2) strains were grown at 30°C on Soya Flour Mannitol (SFM) medium supplemented with 50 μg/ml apramycin, 25 μg/ml nalidixic acid, or 25 μg/ml hygromycin when necessary. Liquid cultures of *S. coelicolor* A3(2) strains were grown in 50 ml of 1:1 mixture of TSB and YEME media at 30°C with shaking at 250 rpm.

### Plasmid and strain construction

All plasmids, oligonucleotides, and strains used or generated in this study are listed in Supplementary Tables S1–S3. Details on constructions of plasmids and strains can be found in their corresponding method sections.

### Generation of *S. coelicolor* A3(2) gene-deletion strains

All *S. coelicolor* A3(2) gene-deletion strains were generated using the PCR-targeting ReDirect method [39, 40], utilizing the cosmid library that covers SCP1 [41]. The *parB1* (*SCP1.139*) gene on cosmid C32 was replaced with the *oriT*-containing apramycin cassette amplified from pIJ773 using the oligonucleotides LMP069_F and LMP069_R. The *parB2* (*SCP1.222*) gene on cosmid C35 was replaced with the *oriT-*containing apramycin resistance cassette amplified from pIJ773 using oligonucleotides LMP070_F and LMP070_R. The *SCP1.94* gene on cosmid C17 was replaced with the *oriT-*containing apramycin cassette amplified from pIJ773 using oligonucleotides LMP234_F and LMP234_R. Oligonucleotides (58–59 nucleotides in length) were designed with 39-nucleotide 5′ extensions homologous to regions flanking each target locus while their 3′ regions annealed to the *oriT*-containing apramycin cassette. These oligonucleotides were used to amplify the disruption cassette with the appropriate flanking sequences by PCR. The relevant *Streptomyces* cosmid containing *parB1, parB2*, or *SCP1.94* was introduced into *E. coli* BW25113/pIJ790 (harboring λ-RED *gam, bet, exo*) by electroporation and cultured overnight at 30°C on selective LB agar. Individual colonies were inoculated into 50 ml of selective LB broth at 30°C with shaking at 220 rpm for ∼3–4 h until OD_600_ of ∼0.4 and subsequently made into electrocompetent cells. These cells were electroporated with ∼100 ng of the PCR-amplified disruption cassette. After recovery, transformants were plated onto selective medium and incubated at 37°C to facilitate the loss of the temperature-sensitive pIJ790 helper plasmid. The resulting disrupted cosmids were purified using the Wizard^®^ Plus SV Minipreps DNA Purification System kit (Promega) as per the manufacturer’s protocol, confirmed by whole-plasmid sequencing (Plasmidsaurus), and introduced into *E. coli* ET12567/pUZ8002 for subsequent conjugation into *S. coelicolor* A3(2). The resulting transconjugants were screened for double-crossover events showing sensitivity to kanamycin but resistance to apramycin. Successful gene replacement was confirmed by colony PCR (using oligonucleotides LMP072_F and LMP072_R to confirm the *parB2* deletion, LMP073_F and LMP073_R to confirm the *parB1* deletion, and LMP236_F and LMP236_R to confirm the *SCP1.94* deletion) and by whole-genome DNA sequencing (SeqCenter).

### Generation of *S. coelicolor* A3(2) strains with 3×-FLAG-tagged *parB*

To insert a *3×FLAG* tag at the 3′ end of target genes, the vector pSS112, containing an *oriT-ypet-*apramycin resistance cassette, was first linearized by around-the-circle PCR using the oligonucleotides LMP_146F and LMP_146R to remove the *ypet* gene. The *3×FLAG* fragment was amplified from the vector pKS3 using the oligonucleotides LMP147_F and LMP_147R. Gibson assembly was next used to insert the amplified *3×FLAG* fragment in place of the *ypet* gene to create the vector pLMP070. To insert a *3×FLAG* tag at the 3′ end of the *parB1* gene, oligonucleotides LMP167_F and LMP_167R were used to amplify the *oriT-3×FLAG* apramycin cassette from pLMP070. To insert a *3×FLAG* tag at the 3′ end of the *parB2* gene, oligonucleotides LMP169_F and LMP_169R were used to amplify the *oriT-3×FLAG* apramycin cassette from pLMP070. These oligonucleotides of 58 and 59 nucleotides were designed with 39-bp 5′ extensions homologous to regions flanking the stop codon of each target gene to enable an in-frame fusion of a *3×FLAG* tag. The 3′ termini were designed to anneal to the *oriT*-*3×FLAG* apramycin resistance cassette. These oligonucleotides were used to amplify by PCR the tag cassettes with the appropriate flanking sequences. Transformation of *E. coli* BW25113/pIJ790 and subsequent conjugation into *S. coelicolor* A3(2) were carried out as described for the ReDirect gene deletion protocol. Successful insertion of the *3×FLAG-*apramycin cassette was confirmed by colony PCR (using oligonucleotides LMP173_F and LMP173_R to confirm the *parB1-3×FLAG* strain, and LMP174_F and LMP174_R to confirm the *parB2*-*3×FLAG*) and by whole-genome DNA sequencing (Plasmidsaurus).

### Genetic complementation of *S. coelicolor* A3(2) *parB* deletion strains

For genetic complementation, *parB1* and *parB2* constructs were amplified by PCR from *S. coelicolor* A3(2) genomic DNA as two separate fragments, which were designed to remove the internal *parS1* site (in *parB1*) or *parS2* site (in *parB2*) without altering the underlying encoded amino acid sequences. For *parB1*, oligonucleotides TLP_3457 and TLP_3458 were used to amplify the first half of *parB1* by PCR, and TLP_3459 and TLP_3460 were used for the second half. For *parB2*, oligonucleotides TLP_3461 and TLP_3462 were used to amplify the first half of *parB2*, and TLP_3463 and TLP_3464 for the second half. The two halves for each gene were purified by gel extraction and assembled into an NdeI-XhoI-digested pSS88 backbone by Gibson assembly to create the vectors pLMP100 and pLMP101. The *parB1* (no internal *parS1* site) gene was then amplified from pLMP100 using oligonucleotides LMP_176F and LMP_176R, and the *parB2* (no internal *parS2* site) gene was amplified from pLMP101 using oligonucleotides LMP_175F and LMP_175R. Both amplified fragments were then individually inserted into HindIII-NdeI-digested pIJ10257 by Gibson assembly. The resulting plasmids were verified by PCR and by whole-plasmid sequencing (Plasmidsaurus), and were subsequently introduced into their corresponding *S. coelicolor* strains via conjugation.

### Immunoblot analysis

To verify FLAG tag insertions, *S. coelicolor* spores were inoculated in 50 ml of 1:1 TSB:YEME media and grown for ∼15 h. Cultures were harvested by centrifugation at 1700 × *g* for 10 min at room temperature, the supernatant was discarded, and the cell pellets were washed twice with PBS. Ten micrograms of total protein was loaded per lane with each strain tested in at least duplicate.

For time-course experiments across the *S. coelicolor* life cycle, 10^7^ spores were plated on top of sterile cellophane discs overlaid on SFM agar and incubated at 30°C. Biomass was scrapped off the cellophane discs using a sterile spatula into a sterile 2 ml microcentrifuge at the indicated timepoints, flash-frozen in liquid nitrogen, and stored at −80°C. Thirty micrograms of total protein were loaded per lane, with each strain tested in at least duplicate.

Biomass was resuspended in 500 µl of lysis buffer [20 mM K-HEPES pH 7.9, 50 mM KCl, 10% (v/v) glycerol] supplemented with an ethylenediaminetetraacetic acid (EDTA)-free protease inhibitor (cOmplete ultra EDTA free, Roche). Samples were sonicated using the Soniprep 150 (MSE) with eight cycles of 15 s on/15 s off at 10 microns amplitude, then centrifuged at 16 000 × *g* for 15 min at 4°C. Protein concentration of the clarified supernatants for each sample was measured using the Bradford assay [42] with Bradford Reagent (Bio-Rad) according to the manufacturer’s protocol. The desired concentration of total protein lysates was run on Novex Tris-Glycine Mini Protein Gels (12%, WedgeWell format; Invitrogen) at 150 V for ∼40 min. The resolved protein gels were incubated in Tris-Glycine Transfer Buffer (Invitrogen) as per the manufacturer’s instructions for 10 min before transferring to polyvinylidene fluoride (PVDF) membranes using the Trans-Blot Turbo Transfer System (Bio-Rad). The PVDF membranes were probed with monoclonal α-FLAG M2 horseradish peroxidase (HRP)-conjugated antibody (Merck) (1:5000 dilution) using the iBind automated western blotting system (ThermoFisher Scientific) as per the manufacturer’s instructions. Blots were washed three times with 1× TBST buffer [1× Tris-buffered saline (TBS) + 0.1% (v/v) Tween20] before development using the SuperSignal West Pico PLUS Chemiluminescent Substrate (ThermoFisher Scientific) and imaged using the Las500 ImageQuant (GE Healthcare). Protein loading controls were run on 12% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE) gels and stained with an InstantBlue Coomassie protein stain (Abcam).

### Light microscopy and image analysis to verify sporulation

Coverslip impressions were prepared at the indicated timepoints from *S. coelicolor* A3(2) strains grown on cellophane discs overlaid on top of SFM agar. Glass coverslips were gently pressed onto the cellophane surface to selectively capture spores, as only hydrophobic spores but not hyphae adhere to the coverslip surface. Coverslips were then placed on a 1% agarose pad and examined using the Zeiss Axio Observer Z.1 inverted epifluorescence microscope fitted with a Zeiss Colibri 7 LED light source, and a Hamamatsu Orca Flash 4.0v3 sCMOS camera. Images were obtained using a Zeiss Alpha Plan-Apochromat 100×/1.46 DIC M27 objective and a Zeiss Alpha Plan-Apochromat 63×/1.46 oil Corr M27 objective, controlled by the Zeiss Zen Blue software, and subsequently analyzed using Fiji [43].

### Determination of SCP1 and SCP2 copy number

*Streptomyces coelicolor* A3(2) spores (5 µl) were plated onto SFM medium in triplicate and incubated at 30°C for 5 days. Spores were harvested in 3 ml of H_2_O, pelleted at 17 000 × *g* for 1 min, and resuspended in 978 µl of sodium phosphate buffer from the FastDNA Spin Kit for Soil (MP Biomedicals Germany GmbH). DNA was extracted from spores by following the manufacturer’s protocol for the FastDNA Spin Kit for Soil (MP Biomedicals Germany GmbH), except that homogenization in the FastPrep instrument was performed twice for 40 s at speed setting 6. Extracted DNA was subjected to 400-Mb Illumina whole-genome sequencing on an Illumina NovaSeq X Plus system (SeqCenter). Raw sequencing reads (FASTQ files) were aligned to the *S. coelicolor* A3(2) reference genome (GenBank: AL645882.2) using Bowtie 2 [44] on the Galaxy platform [45]. Coverage was calculated with the BEDtools *genomecov* tool [46]. The mean sequencing coverage was determined for the chromosome (spanning only from positions 1 060 620–8 667 507 bp to exclude the terminal inverted repeats (TIRs) due to the TIR duplication of *S. coelicolor* A3(2) [47] compared to the reference sequence *S. coelicolor* M145 [48]), SCP1, and SCP2. Plasmid copy numbers (PCNs) were estimated by calculating the ratio of plasmid to chromosomal coverage.

### Bioinformatics analysis and identification of plasmid partition systems

The PLSDB [49] (Plasmid Database, version: 2023_11_23_v2) was queried to identify plasmids predicted to encode one or more partition systems. Unannotated plasmid accessions were removed. Plasmid-encoded proteins on the remaining plasmid accessions were used as queries to perform a pBLAST search (with an E-value cut-off of 0.1) against a custom database of experimentally characterized partition system proteins, representing all major partition system types. Type-I HTH-ParB partition systems: P1 plasmid ParA (UniProt: P07620) and ParB (UniProt: P07621), *B. subtilis* chromosomal ParA/SoJ (UniProt: Q72H90) and ParB/Spo0J (UniProt: P26497), SCP1 plasmid ParA1 (UniProt: Q9AD12), ParB1 (UniProt: Q9AD11), ParA2 (UniProt: Q9ACT1), and ParB2 (UniProt: Q9ACT0). Type-I RHH-ParB partition systems: pB171 ParA (UniProt: Q0H055) and ParB (UniProt: W1WW55); and pSM19035 ParA (UniProt: Q57280) and ParB (UniProt: Q57468). Type-II partition systems: pSK41 ParA (UniProt: O87364) and ParB (UniProt: O87365), pB171 ParM (UniProt: A0A1D7Q9R4), and ParR (UniProt: Q08JK9). Type-III partition systems: pBc10987 TubZ (UniProt: Q74P24) and TubR (UniProt: Q74P25) and pBtoxis TubZ (UniProt: Q8KNP3) and TubR (UniProt: Q8KNP2).

Query proteins were assigned to partition system types based on their highest-scoring BLAST matches. A partition system was classified as complete only if the corresponding *parA parB, parM parR*, or *tubZ tubR* gene pair occurred. Custom Perl scripts were then used to count and categorize plasmids based on the type and number of encoded partition systems, generating datasets for plasmids with a single or multiple systems. Redundant plasmid accessions (>90% sequence similarity) within the PLSDB were identified using MMseqs2 [50] and removed using custom R scripts, resulting in de-replicated datasets for downstream analysis. Plasmid accessions larger than 3–4 Mb were manually examined to exclude misclassified chromosomal sequences. To identify plasmids that were not predicted to encode known partition systems, de-replicated single- and multiple-partition plasmid datasets, as well as other excluded sequences such as misclassified chromosomal sequences, were filtered out from the PLSDB using custom R scripts. All resulting datasets were subsequently analyzed for different partition system types, plasmid sizes, topology, and host taxonomy, using RStudio (version 2024.04.1 + 748). Plasmid-associated metadata (size, topology, and host taxonomy) was obtained from the PLSDB. The accessions identified to encode no partition system, a single partition system, or multiple partition systems can be found in the Supplementary Tables S4–S6, respectively.

To investigate the relationship between partition system and PCN, PCN data were obtained from Maddamsetti *et al*. (2025) [51]. Plasmid accessions and corresponding PCN were extracted from this dataset, and custom R scripts were used to match PCN to the dereplicated partition system data generated above, using plasmid accession number as the linking identifier.

### Construction of pET21b::ParB1-His_6_ (WT/mutants), pET21b::ParB2-His_6_ (WT/mutants), and pET21b::His_6-_*Sc*ParB (WT)

DNA fragments encoding codon-optimized *parB1* (*SCP1.139*) (WT/mutants), *parB2* (*SCP1.222*) (WT/mutants), and the *S. coelicolor* chromosomal *parB* (*ScparB*) (*SCO3887*, note that the correct start codon is located further upstream than the GenBank-annotated start site [19, 52, 53]) were chemically synthesized (gBlocks Gene Fragments, IDT, Supplementary Table S7) with 37 bp at each end homologous to the left and right flanks of the NdeI-HindIII-digested pET21b plasmid. gBlocks fragments and NdeI-HindIII-digested pET21b vector were assembled together by Gibson assembly. The resulting plasmids were verified by Sanger sequencing (Genewiz) or by whole-plasmid sequencing (Plasmidsaurus).

### Protein overexpression and purification

All proteins purified in this study are listed in the Supplementary Table S8. pET21b::ParB1-His_6_ (WT/mutants), pET21b::ParB2-His_6_ (WT/mutants), or pET21b::His_6-_*Sc*ParB were introduced into *E. coli* Rosetta (BL21 DE3) pLysS competent cells (Merck) by heat-shock transformation. An overnight culture (20 ml) was inoculated into 1 L of selective LB medium and grown at 37°C with shaking until mid-exponential phase. The culture was cooled for an hour at 4°C before isopropyl-β-D-thiogalactopyranoside (IPTG) was added to a final concentration of 1 mM. Cultures were further incubated with shaking overnight at 16°C. The next day, cell pellet was collected by centrifugation, flash-frozen in liquid nitrogen, and stored at −80°C.

Cell pellets were thawed and resuspended in 25 ml of buffer A [100 mM Tris–HCl, 300 mM NaCl, 10 mM imidazole, 5% (v/v) glycerol, pH 8.0] with one EDTA-free protease inhibitor tablet (cOmplete ultra EDTA free, Roche) and 5 mg lysozyme (Merck), and incubated with gentle mixing for 20 min at room temperature. Cells were lysed by sonication using the Soniprep 150 (MSE) for 10 cycles of 15 s on/15 s off at maximum amplitude. Cell debris was cleared by centrifugation at 32 000 × *g* for 35 min at 4°C. The lysate was further filtered through a 0.22 μm filter (Sartorius).

For the purification of ParB1-His_6_ (WT), ParB1 (G108A)-His_6_, ParB1 (S109A)-His_6_, ParB1 (S110A)-His_6_, ParB2-His_6_ (WT), and ParB2 (G109A)-His_6_, clarified lysate was loaded onto a 1-ml HisTrap HP column (Cytiva) that was pre-washed with buffer A. Bound protein was eluted from the column using a linear gradient of buffer B [100 mM Tris–HCl, 300 mM NaCl, 500 mM imidazole, 5% (v/v) glycerol, pH 8.0]. Eluted fractions were assessed for purity by SDS–PAGE before desired fractions were pooled together. If necessary, the desired fractions were concentrated using an Amicon Ultra-4 10-kDa cut-off spin column (Merck) to ∼5 ml before gel filtration on a HiLoad Superdex pg200 (Cytiva), which was pre-equilibrated in buffer (100 mM Tris–HCl, 300 mM NaCl, pH 8.0). Eluted fractions were assessed for purity by SDS–PAGE before desired fractions were pooled together. Protein was flash frozen in liquid nitrogen and stored at −80°C.

For ITC experiments, gel-filtration-purified ParB1-His_6_ (WT) and ParB2-His_6_ (WT) were dialyzed overnight at 4°C into ITC buffer [100 mM Tris–HCl, 150 mM NaCl, 5% (v/v) glycerol, 5 mM MgCl_2_, pH 8.0], concentrated, flash-frozen in liquid nitrogen, and stored at −80°C.

For the purification of His_6-_*Sc*ParB, ParB1 (N54A)-His_6_, ParB1 (R56A)-His_6_, ParB1 (R111A)-His_6_, ParB2 (N55A)-His_6_, ParB2 (R57A)-His_6_, ParB2 (H110A)-His_6_, ParB2 (R111A)-His_6_, and ParB2 (R112A)-His_6_, clarified lysate was mixed with 2 ml of HisPur™ Cobalt Resin (ThermoFisher Scientific) (which was pre-washed with buffer A in a gravity flow column) for an hour at 4°C with gentle mixing. The lysate was then drained through the resin, and the resin was washed three times with 25 ml of buffer A. Next, 2.7 ml of buffer B was added, mixed vigorously with the resin, and incubated for 5 min. The bound protein was then eluted and transferred to a PD-10 desalting column (Cytiva) that had been equilibrated in a storage buffer [100 mM Tris–HCl, 300 mM NaCl, 5% (v/v) glycerol, pH 8.0]. Protein was eluted from the column by adding 3.5 ml of storage buffer. The protein was concentrated using an Amicon Ultra-4 10 kDa cut-off spin (Merck) column, flash-frozen in liquid nitrogen, and stored at −80°C.

### Preparation of DNA for differential scanning fluorimetry and NTPase experiments

Single-stranded DNA oligonucleotides and their complementary oligonucleotides for *parS1* (LMP037_F and LMP037_R), *parS2* (LMP038_F and LMP038_R), or a scrambled *parS* sequence (LMP039_F and LMP039_R) were diluted to 100 µM in annealing buffer (1 mM Tris–HCl pH 8.0, 5 mM NaCl), mixed together in a 1:1 ratio, and heated at 98°C for 5 min. Samples were then left to cool to room temperature overnight to form double-stranded DNA oligonucleotides with the final concentration of 50 µM.

### Differential scanning fluorimetry

All differential scanning fluorimetry (DSF) reactions were performed in buffer [100 mM Tris–HCl, 250 mM NaCl, 1 mM MgCl_2_, 5% (v/v) glycerol, pH 8.0] using a Tycho NT.6 instrument and capillaries (NanoTemper). Each DSF reaction contained 4 µM dimer concentration of ParB1 or ParB2 (WT/mutants), 1 mM NTP, with or without 2 µM *parS1* or *parS2*. ParB1 or ParB2 in the presence or absence of their cognate *parS* sites, but without NTPs, were used as controls. The fluorescence intensity at 330 nm and 350 nm, and the 350 nm/330 nm ratio, were recorded for each sample during heating from 35°C to 95°C (heating rate of 30°C per minute). The protein unfolding profiles were exported from the Tycho NT.6 instrument and re-plotted/analyzed using RStudio. Each experiment was performed at least in triplicate.

### Measurement of NTPase activity by EnzChek phosphate assay

NTP hydrolysis was measured using the EnzChek™ Phosphate Assay Kit (Invitrogen). Each 100 µl reaction contained 1 µM dimer concentration of ParB1 or ParB2 (WT or mutants), 0.5 µM *parS* DNA, and increasing NTP concentrations (0, 1, 5, 10, 50, 500, and 1000 µM) in reaction buffer. The reaction buffer was prepared per ml as follows: 740 µl of H_2_O, 50 µl of 20× reaction buffer (100 mM Tris–HCl, 2 M NaCl, and 20 mM MgCl_2_, pH 8.0), 200 µl of 2-amino-6-mercapto-7-methylpurine riboside (MESG) substrate solution, and 10 µl purine nucleoside phosphorylase (PNP) enzyme. Absorbance at 360 nm was recorded every minute for 8 h at 25°C using an Eon Microplate Spectrophotometer (BioTek). Controls of reaction buffer only, reaction buffer with NTP only, and reaction buffer with protein only were also included. The standard curve was constructed according to the manufacturer’s protocol to convert absorbance values to amounts of released phosphate. Results were analyzed in Excel (v. 16.95.4) and RStudio. The mean NTP hydrolysis rates were plotted in RStudio, and error bars represent standard deviations from three replicates.

### Isothermal titration calorimetry

Isothermal titration calorimetry (ITC) experiments were performed in buffer (100 mM Tris–HCl, 150 mM NaCl, 5 mM MgCl_2_, pH 8.0) at 25°C using a MicroCal PEAQ ITC instrument (Malvern Panalytical). For each ITC run, the calorimetric cell was filled with 40 µM dimer concentration of either ParB1 or ParB2, and a single injection of 0.4 µl of 500 µM nucleotide was performed first, followed by 19 injections of 2 µl each. Injections were carried out at 150-second intervals with a stirring speed of 750 rpm. The raw titration data were integrated and fitted to a one-site binding model using the MicroCal PEAQ ITC software. Experiments were performed in duplicate. Controls of buffer into buffer, each nucleotide into buffer, and buffer only into each protein were also performed.

### Preparation of biotinylated DNA for biolayer interferometry analysis

Complementary DNA oligonucleotide pairs (50 bp) encoding various *parS* sites (for *parS1*, oligonucleotides SCP1parS1Fbiotin and SCP1parS1R were used, and for *parS2*, oligonucleotides SCP1parS2Fbiotin and SCP1parS2R were used) with only the forward oligonucleotide biotinylated at the 5′ end were chemically synthesized (IDT). To anneal complementary DNA together, 45 µl of the biotinylated forward oligonucleotides, 55 µl of the non-biotinylated reverse oligonucleotides, and 1 µl of 100× annealing buffer (100 mM Tris–HCl pH 8, 500 mM NaCl) were mixed and incubated at 98°C for 2 min. The mixture was then cooled down to room temperature overnight to yield biotinylated double-stranded DNA at 50 µM.

### Preparation of double-biotinylated 190-bp DNA substrate for BLI analysis

Linear 190-bp DNA fragments were chemically synthesized (gBlocks Gene Fragments, IDT, Supplementary Table S7) with M13F and M13R homologous regions at each end. To generate a double biotin-labeled DNA substrate, PCR reactions were performed using a 2× GoTaq PCR master mix (Promega), biotin-labeled M13F and biotin-labeled M13R oligonucleotides, and gBlocks fragments as template. PCR products were resolved by electrophoresis and gel-purified using the QIAquick Gel Extraction Kit (QIAGEN).

### Measurement of protein–DNA interaction by BLI

All biolayer interferometry (BLI) experiments were conducted using a BLItz system (ForteBio) equipped with High Precision Streptavidin 2.0 (SAX2) Biosensors (ForteBio) at 25°C. Streptavidin (SA)-coated probes were first hydrated in binding buffer [100 mM Tris–HCl pH 8, 100 mM NaCl, 1 mM MgCl_2_, and 0.005% (v/v) Tween 20] for at least 10 min. Biotinylated 50-bp DNA was diluted to a final concentration of 1 µM and immobilized onto the hydrated probe via one complete BLI cycle. Briefly, SA probes were attached to the BLI instrument and incubated with shaking at 2200 rpm sequentially in the binding buffer for 30 s first to establish a baseline, then in the 1 µM biotinylated DNA solution for 120 s (association phase), and lastly in the binding buffer only for 120 s (dissociation phase). After each BLI cycle, probes were incubated for 5 min in a high-salt dissociation buffer [100 mM Tris–HCl pH 8, 1 M NaCl, 5 mM EDTA, and 0.005% (v/v) Tween-20] to remove non-specific bound DNA from the probe surface. Following DNA immobilization, ParB–*parS* binding was measured in increasing ParB concentrations from 0.0625 to 2 µM, with 1 mM CTP added where indicated, in three replicates per concentration using the BLI cycle described earlier.

Binding constants (*K*_D_) were derived by plotting the maximum BLI signal in the association phase against ParB concentration and fitting the data to a “one site-specific binding” nonlinear regression model in GraphPad Prism 10.

For BLI experiments with a closed DNA loop, dual biotinylated 190-bp DNA substrates were diluted in binding buffer to a final concentration of 1 µM and immobilized onto the SA-coated probes as described previously. ParB binding onto the 190-bp DNA loop was measured using the BLI cycle described previously, with 1 mM NTPs included where stated in the association phase. The assay was repeated three times, each time using a freshly prepared DNA-coated probe.

To generate a free end on the 190-bp DNA loop, the tips of the DNA-coated probes were immersed in 1× rCutSmart buffer (New England Biolabs) containing 400 U/ml of BamHI-HF (New England Biolabs) and incubated at 37°C for 3 h. Following restriction, probes were placed in a high-salt dissociation buffer for 10 min to remove any residual restriction enzyme. ParB binding onto the 190-bp BamHI-restricted DNA was measured using the same BLI cycle as described previously, with 1 mM NTPs included where stated in the association phase.

### Chromatin immunoprecipitation with deep sequencing (ChIP-seq)

*Streptomyces coelicolor* strains were grown for ∼15 h at 30°C with shaking at 220 rpm in 50 ml of 1:1 TSB:YEME media. Formaldehyde was added to the final concentration of 1% (v/v) and cultures were incubated for a further 30 min at 30°C with shaking at 220 rpm. Glycine was then added to the final concentration of 125 mM to quench fixation. Fixed cells were washed twice with 25 ml of PBS buffer at 4°C. After the final wash, cell pellets were resuspended in 1.5 ml of PBS and centrifuged at 17 000 × *g* for 5 min at 4°C. The resulting cell pellet was resuspended in 0.75 ml of lysis buffer [20 mM K-HEPES, pH 7.9, 50 mM KCl, and 10% (v/v) glycerol] with 15 mg/ml lysozyme and EDTA-free protease inhibitors (cOmplete ultra EDTA free, Roche), and incubated for 25 min at 37°C. Following the incubation, 0.75 ml of lysis buffer was additionally added, and samples were placed on ice. Cells were lysed by sonication using the Soniprep 150 (MSE) for 11 cycles of 15 s on/15 s off at 8.5 microns amplitude. After sonication, cell debris was pelleted by centrifugation at 17 000 × *g* for 20 min at 4°C. The supernatant was transferred to a new Eppendorf tube, and the buffer conditions were adjusted by adding per ml: 10 µl of 1 M Tris–HCl pH 8, 20 µl of 5 M NaCl, and 10 µl of 10% NP40. The supernatant was then transferred to a new 1.5 ml Eppendorf tube containing 100 µl of α-FLAG M2 agarose beads (Merck) that had been pre-washed in IPP150 buffer (10 mM Tris–HCl pH 8, 150 mM NaCl, and 0.1% NP40), and the mixture was incubated overnight on a wheel rotator at 4°C. On the next day, samples were washed five times with 1 ml of IPP150 buffer at 4°C and twice with 1 ml of 1× TE buffer (10 mM Tris pH 7.4, 1 mM EDTA). Subsequently, 150 µl of elution buffer (50 mM Tris–HCl pH 7.4, 1 mM EDTA, and 1% SDS) was added to the beads, and the mixture was incubated at 65°C for 15 min to reverse cross-links. Afterwards, the mixture was centrifuged at 17 000 × *g* for 5 min, and 150 µl of supernatant was transferred to new tube. The left-over pellet was further resuspended in 100 µl of 1× TE + 1% SDS buffer (10 mM Tris pH 7.4, 1 mM EDTA, and 1% SDS) and incubated at 65°C for 5 min to further reverse crosslinks. Subsequently, beads were pelleted by centrifugation, and 100 µl of supernatant was retrieved and pooled with the previous crosslink-reversed supernatant. The crosslink-reversed samples (total volume of 250 µl) were incubated further overnight at 65°C.

On the following day, DNA was purified using the QIAquick PCR purification kit (QIAGEN) and eluted with 40 µl of H_2_O. DNA concentration was quantified using a Qubit 4 Fluorometer (Invitrogen). DNA was converted to Illumina sequencing-ready libraries using the NEBNext Ultra II DNA Library Prep Kit (New England Biolabs) and sequenced on an Illumina HiSeq 2500 platform (Tufts University Genomics facility).

### ChIP-seq analysis

FASTQ reads were aligned to the *S. coelicolor* A3(2) reference genome (GenBank: AL645882.2) using Bowtie 2 [44] on the Galaxy platform [45]. Coverage was calculated with the BEDtools *genomecov* tool [46]. ChIP-seq profiles were plotted in RStudio, with genomic position on the *x*-axis and normalized read depth (reads per base pair per million mapped reads, RPBPM) using custom R scripts. The ChIP-seq datasets used in this study can be found in Supplementary Table S9.

### Plasmid stability assay

Each *S. coelicolor* strain was cultured on solid SFM agar under antibiotic selection for ∼5 days at 30°C until visible sporulation. Spores were harvested, washed twice in water to remove any residual antibiotics, vortexed vigorously, and lightly sonicated (Bioruptor Plus) for five cycles, 30 s on/30 s off on the low power mode to break up long spore chains to individual spores. Spores were then serially diluted in water and plated on SFM agar without antibiotics to allow for SCP1 loss. Plates were incubated at 30°C for ∼5 days until visible sporulation. Plates with well-separated colonies (to avoid cross-colony conjugative transfer of SCP1, ∼20–50 colonies per plate) were harvested for spores. These spores were again vortexed, sonicated, and serially diluted as described earlier. Equal volumes of dilutions were plated on solid SFM agar with and without antibiotics, and plates were incubated at 30°C. After 3 days, colony numbers were counted using Fiji [43], ensuring a minimum of ∼500 colonies per non-selective SFM agar plate to provide statistical reliability. SCP1 retention was calculated by dividing the number of colonies on plates with antibiotic selection for SCP1 by the total number of colonies on plates without selection. All experiments were performed in triplicate.

### Multiple sequence alignments

Multiple sequence alignments were performed using Clustal Omega [54] and visualized using JalView (version: 2.11.5.0) [55]. Sequence conservation logos were generated using WebLogo (version: 2.8.2) [56].

## Results

### Plasmids with multiple partition systems are more common than previously recognized

To examine the broader taxonomic distribution and prevalence of partition systems, we analyzed the PLSDB plasmid database [49], which contained ∼60 000 plasmid accessions (Fig. 1A). Partition systems were identified based on amino acid sequence homology to well-characterized proteins from each partition system type (type I HTH-ParB, type I RHH-ParB, type II, and type III). Across the dataset, 17 646 plasmids (29.5% of the PLSDB) were predicted to encode a single partition system, 4144 plasmids (6.9%) to encode multiple systems, and 31 192 plasmids (52.1%) to encode no or unidentified systems (Fig. 1A and Supplementary Tables S4–S6). Among plasmids carrying a single partition system (Supplementary Table S5), type-I HTH-ParB systems are the most prevalent (13 001/17 646 accessions) (Fig. 1B). Type II and III systems were found exclusively on plasmids from Pseudomonadota and Bacillota hosts, whereas plasmids from all other phyla encoded only type I systems (Supplementary Fig. S1A). Distribution of partition systems also correlated with plasmid size: type-I RHH-ParB systems are enriched on smaller plasmids (<50 kb), type-II systems are predominantly associated with medium-sized plasmids (50–100 kb), and both type-I HTH-ParB and type-III systems are frequently encoded on large plasmids of >200 kb in size (Supplementary Fig. S1B). Notably, type-I HTH-ParB systems are the only known partition system detected on PLSDB plasmids larger than 1 Mb (Fig. 1B and Supplementary Fig. S1B). We also leveraged data from Maddamsetti *et al*. (2025), who estimated the PCN for thousands of plasmids using publicly available sequencing data [51]. A subset of these plasmids overlaps with the PLSDB, enabling us to examine the relationship between partition systems and PCN. Across this dataset, plasmids carrying partition systems are consistently low in copy number (PCN < 10) (Supplementary Fig. S2). This observation aligns with the established understanding that low-copy-number plasmids depend on partition systems to actively facilitate their distribution, while high-copy-number plasmids can rely on stochastic segregation [2]. Next, we extracted plasmid topology information from the PLSDB metadata. Regardless of the presence of partition system, circular plasmids are the most dominant (∼91%), while linear plasmids account for ∼8%, and fewer than 1% have an undetermined topology (Supplementary Fig. S3).

**Figure 1.**
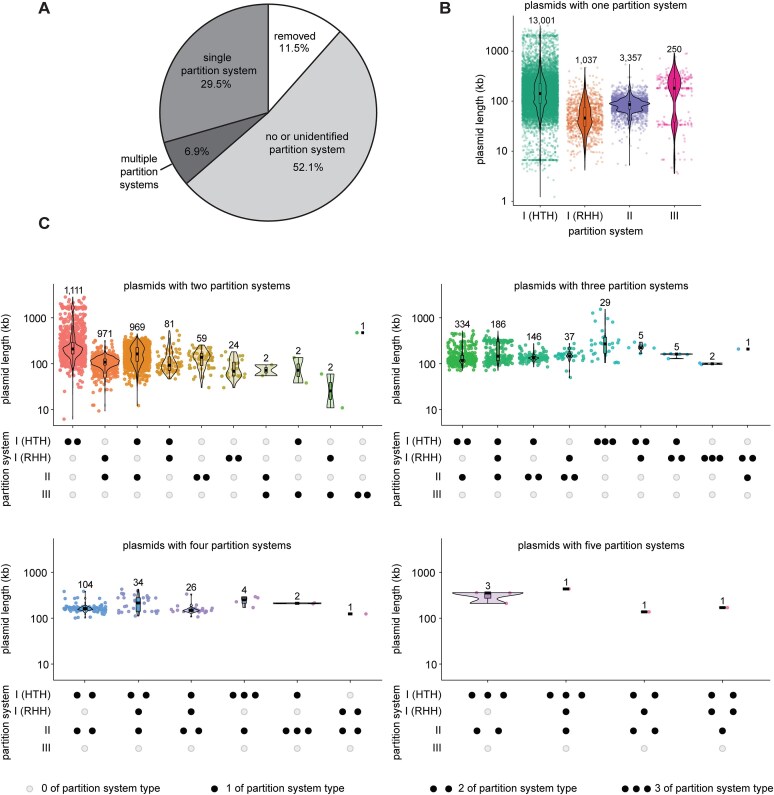
Plasmids with multiple partition systems are common. (**A**) Pie chart of all plasmids in the PLSDB separated based on whether they are predicted to encode a single partition system (17 646 plasmids/29.5% of the PLSDB), multiple partition systems (4144 plasmids/6.9% of the PLSDB), or no identified partition system (31 192 plasmids/52.1% of the PLSDB). 6913 plasmids (11.5% of the PLSDB) were removed from further analysis when plasmid sequences were unannotated, duplicated/highly similar (>90% sequence homology) or were chromosomes but were misclassified as plasmids. (**B**) Distribution of partition system types across the PLSDB for plasmids with a single partition system. (**C**) Distribution of partition system combinations across the PLSDB for plasmids with multiple partition systems. Filled circles (single or multiple) indicate the presence of one or more corresponding partition system type(s), while unfilled circles indicate the absence of such partition system type(s).

Our analysis further revealed that ∼19% of PLSDB plasmids with recognizable partition systems (4144/21 790 plasmids) contained multiple partition systems (Fig. 1A and Supplementary Table S6). Of these, 3222 accessions encoded two partition systems, 745 encoded three, 171 encoded four, and six encoded five (Fig. 1C). Plasmids with multiple partition systems were identified in eight diverse bacterial phyla (Supplementary Fig. S4A–C), indicating that such plasmids are more widespread than the limited number of *Enterobacteriaceae* plasmids previously reported to encode multiple partition systems [8, 33–38]. Dual type-I HTH-ParB partition systems were the most common combination of partition systems (Fig. 1C, 1111 accessions), followed by type-I HTH-ParB + type-II (969 accessions) and type-I RHH-ParB + type-II (971 accessions), with the latter two combinations having been previously reported [8, 33–36]. Furthermore, plasmids carrying two partition systems of the same type are common within the PLSDB and were identified for every type: two type-I HTH-ParB (1111 accessions), two type-I RHH-ParB (24 accessions), two type-II (59 accessions), and two type-III (1 accession) (Fig. 1C). As plasmid size increases beyond 200 kb, the type-I HTH-ParB system becomes increasingly dominant and is the only partition system on plasmids over 500 kb with multiple partition systems (Fig. 1C and Supplementary Fig. S4D). Altogether, our analyses revealed that plasmids with multiple partition systems are more prevalent than previously realized, with many of these plasmids encoding multiple partition systems of the same type, suggesting a greater complexity and diversity in plasmid partition mechanisms than previously appreciated.

### SCP1 is a low-copy-number plasmid with two divergent type-I HTH-ParB partition systems

SCP1 is a 356-kb linear plasmid from *S. coelicolor* A3(2) that encodes two putative type-I HTH-ParB partition systems [31] (Fig. 2A) and is known to be highly stable [57, 58]. Given that dual type-I HTH-ParB systems represent the most common combination of partition system type (Fig. 1C) and that partition systems on *Streptomyces* plasmids, and linear plasmids more broadly [32], are poorly characterized, we selected SCP1 to investigate how multiple partition systems of the same type co-occur on a single plasmid. Earlier estimates based on pulse-field electrophoresis and quantification of DNA band intensities suggested ∼seven copies of SCP1 per chromosome [59], classifying it as a low/medium-copy-number plasmid [4–10 copies per chromosome [1]]. However, our re-evaluation, using whole-genome deep sequencing, determined SCP1 copy number to be ∼two per chromosome and the co-existing SCP2 to be ∼two to three copies per chromosome (Fig. 2B). This reclassified SCP1 as a true low-copy-number plasmid [1–4 copies per chromosome [1]], emphasizing the need for efficient maintenance mechanisms to ensure plasmid stability.

**Figure 2.**
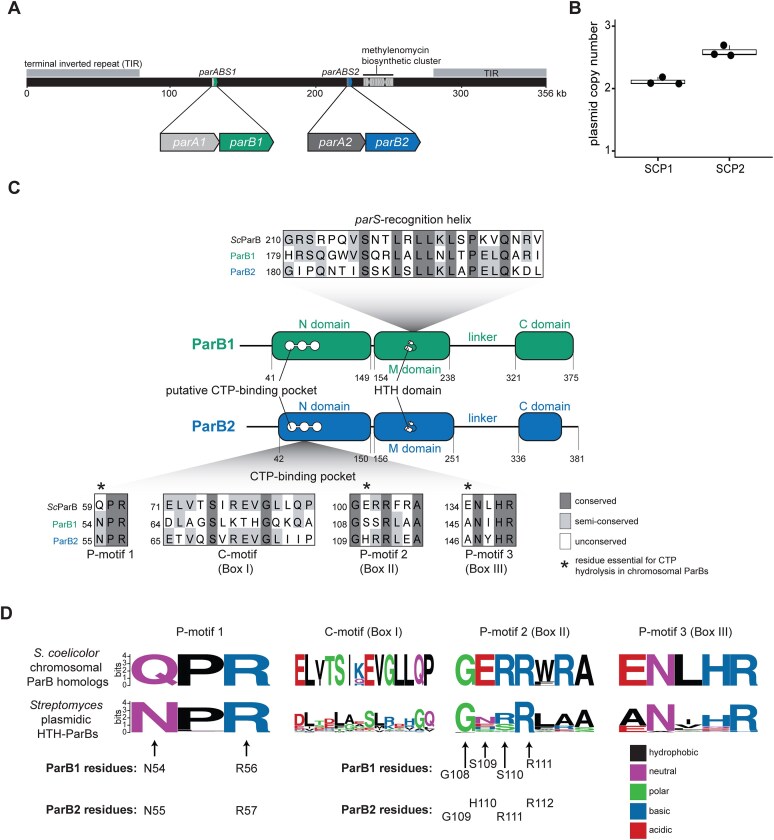
*Streptomyces* plasmidic ParB proteins have divergent CTP-binding pockets compared to chromosomal ParBs. (**A**) The 356-kb linear plasmid SCP1 from *S. coelicolor* A3(2) is predicted to encode two putative type-I (HTH) partition systems, *parABS1*, and *parABS2*. The linear SCP1 has 75-kb TIRs at both ends and encodes the methylenomycin antibiotic biosynthetic gene cluster [87]. (**B**) PCNs of SCP1 and SCP2 per spore relative to the *S. coelicolor* A3(2) chromosome. (**C**) Both ParB1 and ParB2 have similar domain architectures to canonical type-I HTH-ParBs. Multiple sequence alignments of the *parS* recognition helix (top) and CTPase domains (bottom) of ParB1, ParB2, and the *S. coelicolor* A3(2) chromosomal ParB (*Sc*ParB) indicate that the *parS* sites of SCP1 ParBs may not overlap with the *Sc*ParB *parS* site and that ParB1 and ParB2 might lack key residues normally crucial for CTP hydrolysis (asterisks) in chromosomal ParB CTPases. (**D**) Sequence logos of ∼3500 *Sc*ParB homologs and the 154 *Streptomyces* plasmidic type-I HTH-ParBs from the PLSDB suggest that the CTPase domain is also less conserved in *Streptomyces* plasmidic ParBs compared to chromosomal ParBs. Amino acids were colored based on their chemical properties (GSTYC, polar; QN, neutral; KRH, basic; DE, acidic; and AVLIPWFM, hydrophobic).

Next, we analyzed the amino acid sequences of the dual type-I ParAB*S* systems on SCP1: ParAB*S1* and ParAB*S2*. Multiple sequence alignment of ParA1 and ParA2 to the *S. coelicolor* chromosomal ParA (*Sc*ParA), a known ATPase required for *S. coelicolor* chromosome segregation [60], showed strict conservation of residues essential for ATP binding and hydrolysis [61–64] (Supplementary Fig. S5A). In contrast, alignment of the HTH DNA-binding domains of ParB1 and ParB2 to that of the *S. coelicolor* chromosomal ParB (*Sc*ParB) revealed divergence in their putative *parS-*recognition helices (Fig. 2C), suggesting these proteins may exhibit distinct *parS*-binding specificities. Alignment of the CTPase domains of ParB1 and ParB2 to that of *Sc*ParB [19] suggested that both SCP1 ParBs have variation in their CTP-binding pocket compared to canonical chromosomal ParBs such as *Sc*ParB [13, 14, 16, 17, 19, 20] (Fig. 2C). Notably, there is less conservation in residues associated with cytidine-moiety binding [e.g. C-motif (Box I)] and CTP hydrolysis [e.g. residues corresponding to the glutamine (Q) residue in P-motif 1 and glutamate (E) residues in P-motifs 2 (Box II) and 3 (Box III)] (Fig. 2C). Given that the ParB CTPase fold has recently been demonstrated to be more versatile than previously recognized, with some proteins binding ATP or GTP rather than CTP [65], we examined the conservation of the CTPase domain in other *Streptomyces* plasmidic ParBs. Bioinformatic analysis of *Streptomyces* plasmids in the PLSDB showed that type-I HTH-ParB partition systems are almost exclusively present (Supplementary Fig. S6) and that dual type-I HTH-ParB systems are the only combination observed on *Streptomyces* plasmids with multiple partition systems (Supplementary Fig. S6B). Furthermore, as with SCP1 ParA1 and ParA2, other *Streptomyces* plasmidic ParAs retained conserved ATP-binding residues (Supplementary Fig. S5B). However, *Streptomyces* plasmidic ParB homologs, similar to the SCP1 ParBs, displayed less conserved CTP-binding pockets (Fig. 2D). Specifically, residues associated with CTP-binding and hydrolysis in the C-motif (or Box I), P-motif 2 (Box II), and P-motif 3 (Box III) are less conserved compared to chromosomal ParBs (Fig. 2D). Given that substitutions at these residues in chromosomal ParB proteins have been known to abolish CTP binding or hydrolysis and disrupt chromosome segregation [14, 16, 17, 19, 20], there is a possibility that the plasmidic SCP1 ParBs may deviate from the canonical chromosomal ParBs.

### SCP1 ParB proteins bind distinct *parS* sites

To further investigate the role of the dual partition systems on SCP1, we first mapped their centromeric *parS* sites. To do so, we performed α-FLAG ChIP-seq analysis on *S. coelicolor* A3(2) strains with in-frame *3×FLAG* fusions to the 3′ ends of *parB1* or *parB2* at their native loci (Fig. 3A). 

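Chromatin immunoprecipitation with an α-FLAG antibody followed by sequencing (ChIP-seq) recovers DNA that is cross-linked to a FLAG-tagged protein, so that read depth rises where the protein sits. Data from 6 libraries were analysed, 2 biological replicates each of untagged wild type, *parB1-3×FLAG* and *parB2-3×FLAG*. Cultures were grown for 15 h at 30 °C and fixed with 1% formaldehyde. The paper gives 125 mM glycine for quenching, while the labels of the deposited samples give 250 mM. The authors aligned the reads with Bowtie 2 on Galaxy, calculated coverage with BEDtools genomecov and deposited, for each library, a normalized depth for every base of SCP1, SCP2 and the chromosome. Within each of these 3 replicons, the deposited values of a library were whole multiples of the smallest step in 100% of the bases (tolerance 0.01 reads) and their sum lay between 994867 and 1005800, the lowest and the highest sum both on SCP2 in *parB1-3×FLAG*. The values of each replicon are therefore relative to that replicon's own total depth, and levels on different replicons were not compared in this unit. Mean depth on the chromosome was 153 and 155 reads per base in wild type replicates 1 and 2, 152 and 163 in *parB1-3×FLAG*, and 134 and 145 in *parB2-3×FLAG*. On SCP1, mean depth was 181 and 198 reads per base in wild type, 231 and 263 in *parB1-3×FLAG*, and 199 and 225 in *parB2-3×FLAG*. Mean depth on SCP2 ranged from 228 reads per base in wild type replicate 1 to 299 in *parB1-3×FLAG* replicate 2. Enrichment was tested in 500-bp bins with limma on log2(mean signal + 0.1 times the median bin), with all 6 libraries in the fit of each replicon, and a bin was called at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold. Reads cannot span an inserted cassette, so the strain labels were compared with the minima of tagged over wild-type signal within 1 kb right of the rightmost summits. In the 50 bp on either side of position 131233 of SCP1, the lowest base was at 0.315 and 0.355 of the library median in the *parB1-3×FLAG* replicates and at 0.492 to 0.822 in the other 4 libraries. Around position 223809 it was at 0.221 and 0.299 in the *parB2-3×FLAG* replicates and at 0.685 to 0.893 in the others. The lowest base was chosen as a measure after the data were seen and these positions were located from the tagged libraries themselves, so it is not an independent check. The mean over the same bases was not lowered in the tagged strain. At the first position it was higher in *parB1-3×FLAG*, at 0.952 and 1.09 of the median, than in the other 4 libraries (0.666 to 0.916). At the second position it was 0.794 and 0.859 in *parB2-3×FLAG*, within the range of the others (0.755 to 0.961).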

*FLAG* insertion did not affect the stability of SCP1 (Supplementary Fig. S7A). Wild-type non-tagged *S. coelicolor* A3(2) served as a negative control to eliminate possible false signals from non-specific α-FLAG binding. 

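In *parB1-3×FLAG*, 3 summits reached at least 5 times the median of SCP1, at positions 128344, 128736 and 130878. In *parB2-3×FLAG*, 3 summits lay at 217866, 219220 and 223423. Mean signal in the 200 bp centred on the ParB1 summits was 52.6 ± 6.98, 40.9 ± 5.39 and 48.9 ± 2.44 RPBPM (SD, n = 2) in *parB1-3×FLAG*, from left to right, against 2.75 ± 0.0621, 2.59 ± 0.102 and 3.05 ± 0.335 (SD, n = 2) in wild type. At the ParB2 summits it was 84.1 ± 36.0, 89.1 ± 38.5 and 94.1 ± 39.6 RPBPM (SD, n = 2) in *parB2-3×FLAG* and between 2.51 and 2.97 in wild type. Averaged over its summits, ParB1 signal was 17.0-fold wild type (15.7 and 18.2 in replicates 1 and 2) and ParB2 signal 32.8-fold (22.9 and 42.7). The ParB2 replicates thus differed more from each other than the ParB1 replicates did, although each of the 4 tagged libraries lay far above both wild-type libraries. An exact two-sided permutation test of 2 libraries against 2 gave p = 0.333 for each protein, the smallest value this design allows. In the limma test, the bins that hold the ParB1 summits had log2 fold changes of 3.37, 3.13 and 3.28 (adjusted p at most 2.12e-30), and those that hold the ParB2 summits 3.85, 3.79 and 3.71 (adjusted p at most 2.51e-27). Across SCP1, 30 of 712 bins were called for ParB1, from 116501 to 131500, and 20 for ParB2, from 206501 to 224000. The fold depended on the window, which was 200 bp here: over 50 bp it was 22.7 for ParB1 and 49.9 for ParB2, and over 500 bp 10.6 and 16.6.

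**Figure D1:**
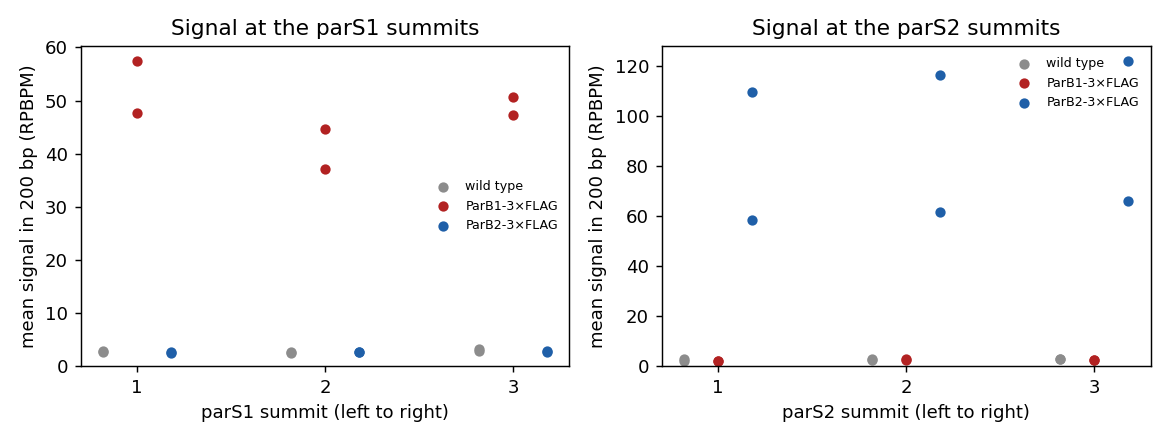
Mean signal (RPBPM, y axis) in the 200 bp centred on each summit (x axis, left to right) for each of the 6 libraries, with the ParB1 summits on the left and the ParB2 summits on the right. Each point is 1 library, and the libraries of the cognate tagged strain lie at 37.0 RPBPM or more while the other libraries lie at 3.29 or less.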

ChIP-seq analysis revealed that both ParB1-FLAG and ParB2-FLAG bound to distinct sites surrounding their respective encoding operons on SCP1 (Fig. 3A). Inspection of DNA sequences directly beneath ChIP-seq summits revealed 13-bp and 19-bp inverted repeats that are likely core *parS1* and *parS2* sites of ParB1 and ParB2, respectively (Fig. 3A). 

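The summits fell at nearly the same base in both replicates. The highest base of each ParB1 summit lay 0 to 9 bp, and that of each ParB2 summit 0 to 5 bp, from the summit of the mean profile in every tagged library. At 50% of its height, a ParB2 summit was 115 to 122 bp wide, while the ParB1 summits were 146 to 222 bp wide, the widest at 130878 (222 and 194 bp in replicates 1 and 2). The 200 bp around a summit were covered by 3049 to 5378 reads per base in *parB1-3×FLAG* and by 4147 to 9767 in *parB2-3×FLAG*. The site sequences given in the paper are ATTACGGCGTAAT for *parS1* (13 bp, of which 12 equal the reverse complement) and ATTATCACGGCGTGATAAT for *parS2* (19 bp, of which 18 equal the reverse complement). The reference sequence was not used here, so the distance from each summit to its repeat was not measured.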

The broad ChIP-seq enriched area (∼15–20 kb) (Fig. 3A and Supplementary Fig. S7B) is characteristic of ParB spreading from their cognate *parS* sites [16, 20, 66–69], indicating that both proteins appear functional *in vivo* despite their divergent CTPase domains (Fig. 2C). 

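The extent of the enriched area was measured outwards from the outermost summits as a run of raised 1-kb bins, bridging gaps of up to 2 bins. For each tagged library, log2 of its signal over mean wild type was taken per bin and centred on its median over SCP1. A bin was raised when this value exceeded 3 scaled median absolute deviations. To the left of its summits, ParB1 signal was raised over 29.3 and 26.3 kb in replicates 1 and 2, to positions 99001 and 102001. ParB2 signal was raised over 14.9 kb in both replicates, to position 203001, although in replicate 2 the run without gaps ended at 206001, after 11.9 kb. With the area between the summits and the right side included, the enriched area measured 32.0 ± 1.41 kb (SD, n = 2) for ParB1 and 21.0 kb in both replicates for ParB2. Edges can only fall on the limits of 1-kb bins, so equal lengths show no finer agreement between replicates. The threshold moved these lengths most, and the left extent was 31.8 kb for ParB1 and 20.9 kb for ParB2 at 2 scaled deviations, and 21.8 and 11.9 kb at 5. The profiles also differed in shape. After division by the library median, ParB1 signal fell gradually with distance, from 3.00 ± 0.306-fold wild type (SD, n = 2) between 0.5 and 5 kb left of the leftmost summit to 2.34 ± 0.189 between 5 and 10 kb, 1.73 ± 0.0910 between 10 and 15 kb and 1.46 ± 0.0493 between 15 and 20 kb. ParB2 signal was 1.74 ± 0.0224-fold wild type in the first of these intervals, 1.69 ± 0.00523 in the next and 1.40 ± 0.0217 between 10 and 15 kb, and was 1.135 ± 0.000722 between 15 and 20 kb. Of the excess over wild type from 25 kb left to 25 kb right of the summits, 39.1 ± 4.01% (SD, n = 2) lay within 500 bp of a summit for ParB1 and 64.6 ± 9.78% for ParB2. Every ParB2 library had a larger share than every ParB1 library, but an exact two-sided permutation test of 2 against 2 cannot go below p = 0.333, which is the value obtained. The paper describes such broad areas as characteristic of ParB spreading from *parS* sites, and from this proposes that both proteins appear functional *in vivo*.

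**Figure D2:**
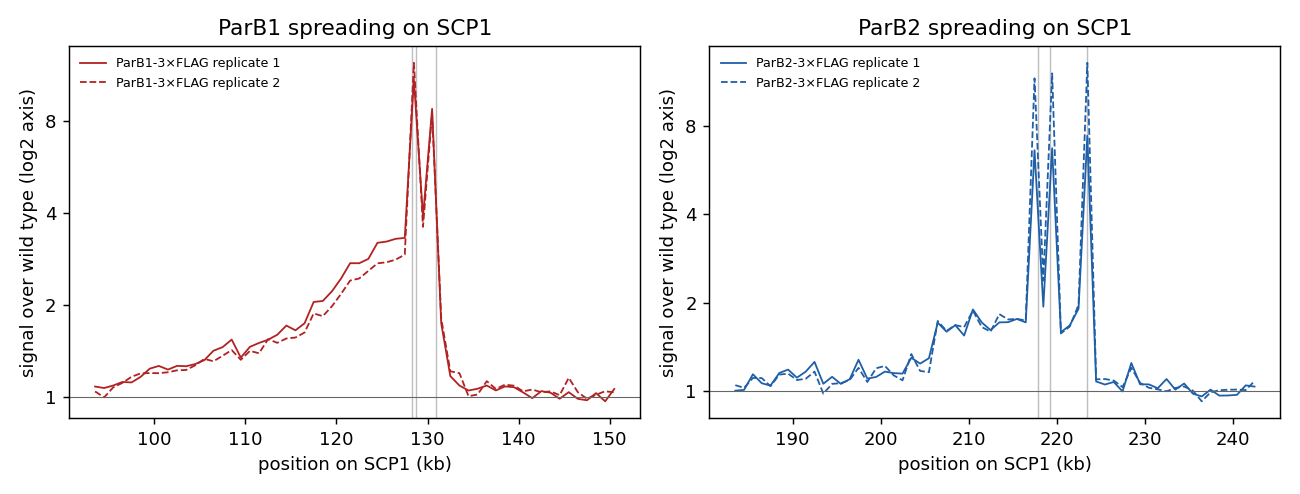
Signal of each tagged replicate over mean wild type in 1-kb bins (y axis, log2 scale), each library divided by its median over SCP1, against position on SCP1 in kb (x axis), with vertical lines at the summits. ParB1 signal falls gradually to the left, ParB2 signal stays near 1.7-fold and then drops, and neither extends far to the right.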

We did not observe ParB1 or ParB2 binding elsewhere on SCP1, SCP2, or the chromosome (Supplementary Fig. S8A).

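More than 25 kb from the summits, 0 of the SCP1 bins were called for either protein by limma. The largest fold there was 1.34 for ParB1, in the bin that starts at 85001, and 1.30 for ParB2, in the bin that starts at 277001. Over the whole of SCP1, 67 bins were higher and 480 lower at an unadjusted p under 0.05 for ParB1, and 53 higher and 392 lower for ParB2. The summits take up part of the fixed total of each library, and the median bin changed by a log2 of -0.17 for ParB1 and -0.14 for ParB2. The folds far from the summits are lowered by this shift. With values divided by the library median, 37 bins were called on SCP1 for ParB1 and 35 for ParB2. Whether any of them lay more than 25 kb from the summits was not recorded. On the chromosome, where 17335 bins were tested, 116 were called higher for ParB1 and 182 for ParB2, and 0 were called lower. At an unadjusted p under 0.05, 1664 chromosomal bins were higher and 1932 lower for ParB1, against 2339 and 3315 for ParB2. Of the called bins, 113 were called for both proteins. The largest fold for both was in the bin from 4535001 to 4535500, with a log2 fold change of 1.83 (standard error 0.092) for ParB1 and 2.34 (standard error 0.092) for ParB2, at adjusted p of 8.51e-58 and 1.3e-81 in limma's test. Its signal was 0.0798 and 0.0894 RPBPM in wild type, 0.301 and 0.358 in *parB1-3×FLAG*, and 0.459 and 0.485 in *parB2-3×FLAG*. The adjusted p-values use a spread estimated largely from all bins together. They do not measure the spread between 2 libraries of a group. The bins ranked next were from 3685501 to 3686000 (log2 fold change 1.81) and from 1916501 to 1917000 (1.79) for ParB1, and from 3297001 to 3297500 (2.33) and from 6274501 to 6275000 (2.31) for ParB2. These folds stayed far below the 10.4-fold and 14.4-fold of the highest SCP1 bins, and each was present in both tagged strains. The positions of the chromosomal *parS* sites were not used here. The paper states that no binding was observed outside the areas around the *parS1* and *parS2* sites.

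**Figure D3:**
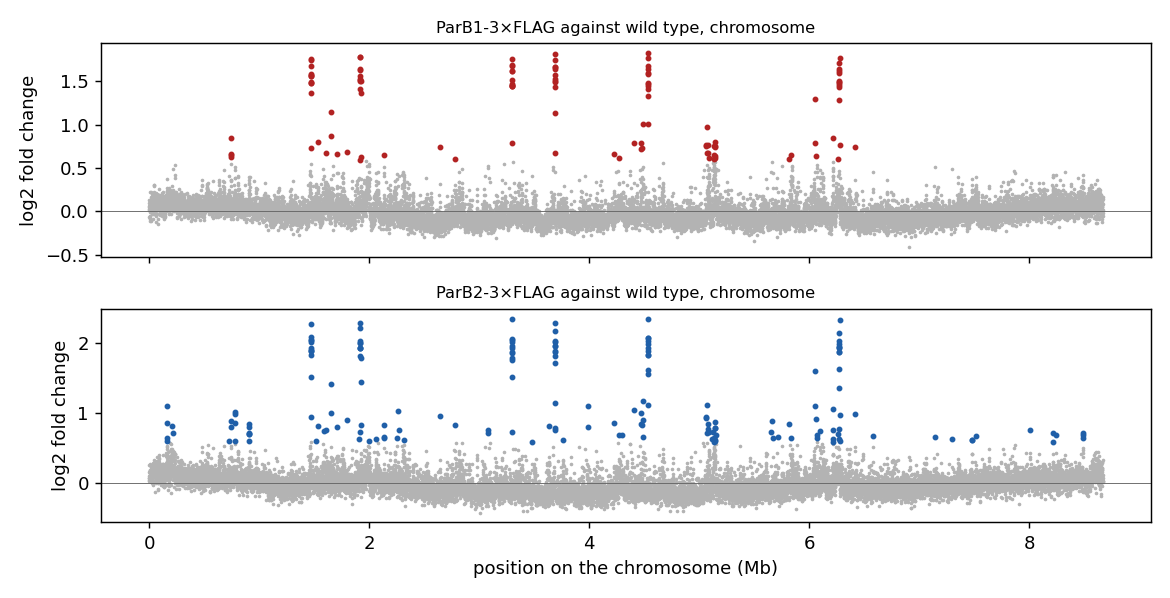
Log2 fold change of each 500-bp bin against wild type (y axis) along the chromosome in Mb (x axis) for ParB1-3×FLAG (top) and ParB2-3×FLAG (bottom). Coloured points are the 116 and 182 called bins, grey points the other bins, and the tallest columns of coloured points lie at the same positions for both proteins.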

**Figure 3.**
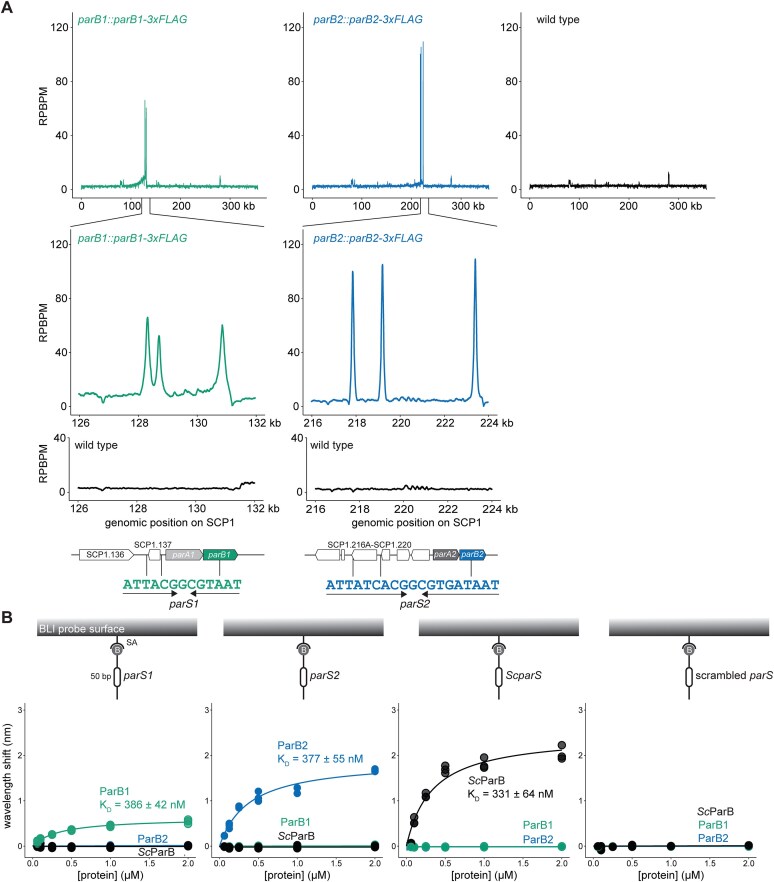
ParB1 and ParB2 bind to distinct *parS* sites on SCP1. (**A**) α-FLAG ChIP-seq profiles of *S. coelicolor* A3(2) *parB1::parB1-3×FLAG*, *parB2::parB2-3×FLAG*, and wild type. ParB1-3×FLAG binds to three identical inverted repeat sites around the *parAB1* operon, designated *parS1* sites. ParB2-3×FLAG binds to three identical inverted repeat sites around the *parAB2* operon, designated *parS2* sites. ChIP-seq profiles were plotted with the *x*-axis representing genomic position (kb) and the *y*-axis representing the number of reads per base pair per million (RPBPM). ChIP-seq was performed in biological duplicate and a representative profile is shown. (**B**) BLI analysis of the interaction between increasing concentrations of ParB1, ParB2, and *Sc*ParB and 50-bp biotinylated DNA duplexes encoding either the 13-bp *parS1* site, the 19-bp *parS2* site, the 14-bp *ScparS* site, or a scrambled chromosomal *parS* site attached to the SA-coated probe. Binding affinity (*K*_D_) values are shown. All BLI experiments were performed in triplicate and the maximum BLI signal during the association phase for each reaction was plotted.

We next used BLI to validate the *parS1* and *parS2* sites identified by ChIP-seq. Biotinylated 50-bp DNA fragments containing either the putative *parS1, parS2*, the known 14-bp *S. coelicolor* chromosomal *parS* (*ScparS*) [52, 53, 70], or a scrambled control sequence were immobilized onto a SA-coated probe for BLI analysis (Fig. 3B). ParB1 and ParB2 bound specifically to their respective *parS* sites (ParB1–*parS1* K_D_ = 386 ± 42 nM, ParB2–*parS2* K_D_ = 377 ± 55 nM) and did not bind to the *ScparS* or the scrambled *parS* control (Fig. 3B), consistent with the divergence observed between their *parS* recognition helices (Fig. 2C). Truncation analysis of *parS2* indicated that a 15-bp core sequence, rather than 19 bp, is sufficient for ParB2 binding (Supplementary Fig. S8B). The chromosomal *Sc*ParB bound specifically to the *ScparS* (*Sc*ParB–*ScparS K*_D_ = 331 ± 64 nM) but showed no binding to either of the SCP1 *parS* sites or the scrambled *parS* control (Fig. 3B). Together, these results demonstrate that both SCP1 ParBs are apparently expressed and functional *in vivo*, and despite the high sequence similarity of the core *parS1* and *parS2* sites (Supplementary Fig. S8B), their DNA-binding specificity is strict and does not overlap with that of a co-existing chromosomal ParB or ParT from SCP2 [29].

### Both ParB1 and ParB2 specifically bind and hydrolyze CTP *in vitro*

We next investigated whether both SCP1 ParBs bind CTP or if their less conserved CTPase domains result in altered NTP preference. We used differential scanning fluorimetry (DSF) to monitor ParB binding to each NTP in the presence or absence of their cognate *parS* sites (Fig. 4A). A marked shift in the unfolding profile, indicative of ligand binding, was observed only when ParB1 or ParB2 was incubated with both their cognate *parS* site and CTP, but not other NTPs (Fig. 4A). We next validated this specificity by ITC using CTP and the poorly hydrolyzable analog CTPγS. ParB1 bound with a moderate affinity to both CTP (*K*_D_ = 31.6 ± 17.8 µM) and CTPγS (*K*_D_ = 28.2 ± 5.9 µM) (Fig. 4B). ParB2 did not bind CTP alone detectably, but bound CTPγS with a moderate affinity (*K*_D_ = 12.5 ± 5.05 µM) (Fig. 4C). Consistent with the DSF results, neither protein bound ATP nor ATPγS by ITC (Fig. 4B and C), further indicating a strict specificity for CTP. SCP1 ParB variants with substitutions in their CTP-binding pockets, such as ParB1 R56A, G108A, and R111A or ParB2 G109A, H110A, R111A, and R112A, no longer bound CTP, suggesting these residues were important for CTP binding (Supplementary Fig. S9). ParB1 N54A, S109A, and S110A or ParB2 N55A and R57A still bound CTP at the tested concentration (Supplementary Fig. S9).

**Figure 4.**
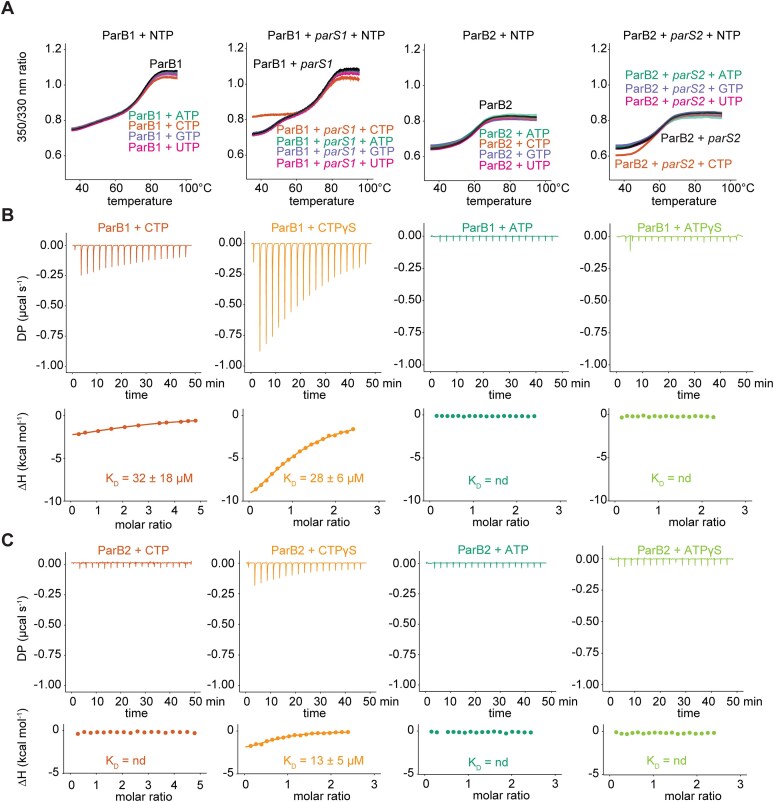
ParB1 and ParB2 specifically bind CTP. (**A**) DSF unfolding profile of 4 µM ParB1 or ParB2 with 1 mM various NTPs, incubated in the presence or absence of 2 µM of either *parS1* or *parS2*. Mean and standard deviation (shading) from three experiments are shown. (**B**) ITC analysis showed that ParB1 bound CTP and the slowly hydrolyzable CTP analog, CTPγS, with a moderate affinity. ParB1 did not bind ATP or ATPγS. (**C**) ITC analysis showed that ParB2 did not detectably bind CTP, ATP, or ATPγS, but bound CTPγS with a moderate affinity. For ITC experiments, *y*-axis indicates the differential power (DP) to maintain a zero temperature between the reference and sample cells (top panels) and the enthalpy (∆H) of binding (bottom panels). Binding affinities (*K*_D_) are shown when determined; n.d. = not determined. All ITC experiments were performed in duplicate, and a representative profile is shown.

We next examined whether ParB1 and ParB2 retain CTPase activities to find that both proteins preferentially hydrolyzed CTP over other NTPs (Fig. 5A), and their CTPase activities were enhanced in the presence of their cognate *parS* sites (Fig. 5B). Next, by alanine mutagenesis of residues in the CTPase domain (Fig. 5C and D), we found that CTPase activity was abolished by most substitutions tested except for those equivalent to the P-motif 2 (Box II) glutamate (E) in chromosomal ParB proteins (ParB1 S109A and ParB2 H110A) (Fig. 5C) and the adjacent residue corresponding to the arginine (R) residue of P-motif 2 (Box II) (ParB1 S110A and ParB2 R111A) (Fig. 5D). In all cases, however, all substitutions resulted in reduced CTPase activity relative to wild-type proteins (Fig. 5C and D). Altogether, these results show that despite their divergent CTP-binding motifs compared to chromosomal ParBs, both SCP1 ParB proteins specifically recognize and hydrolyze CTP.

**Figure 5.**
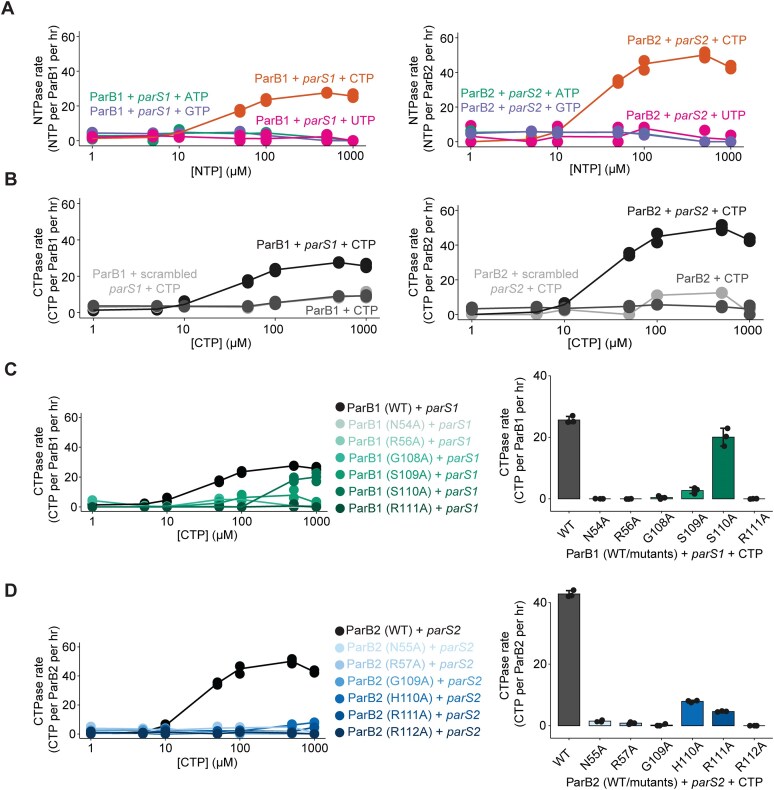
ParB1 and ParB2 are CTPases. (**A**) NTP hydrolysis rates for 1 µM ParB1 WT or ParB2 WT were measured at increasing concentrations of NTP (1–1000 µM) in the presence of 0.5 µM 40-bp *parS1* or *parS2* DNA duplexes. (**B**) CTP hydrolysis rates for 1 µM ParB1 WT or ParB2 WT were measured at increasing concentrations of CTP (1–1000 µM) with 0.5 µM 40-bp DNA duplexes containing either *parS1* or *parS2*, a scrambled *parS* site, or no DNA. (**C**) Left: CTP hydrolysis rates for 1 µM ParB1 WT or variants were measured at increasing concentrations of CTP (1–1000 µM) with 0.5 µM 40-bp *parS1* DNA duplexes. Right: CTP hydrolysis rates at the 1000 µM CTP concentration only. (**D**) Left: CTP hydrolysis rates for 1 µM ParB2 wild type or variants were measured at increasing concentrations of CTP (1–1000 µM) with 0.5 µM 40-bp *parS2* DNA duplexes. Right: CTP hydrolysis rates at the 1000 µM CTP concentration only. Experiments were performed in triplicate with points representing each replicate and lines representing the mean hydrolysis rate.

### CTP is required for ParB1 and ParB2 sliding and accumulation on DNA *in vitro*

We next investigated whether CTP promotes ParB1 and ParB2 accumulation on DNA using BLI. We employed a 190-bp dual biotinylated DNA fragment containing either the *parS1* or *parS2* site, which was immobilized at both ends to a SA-coated probe to generate a closed DNA loop (Fig. 6A). Again, both SCP1 ParBs bound to their cognate *parS* site, as indicated by an increase in wavelength shift (Fig. 6A). Premixing either ParB with ATP, GTP, or UTP had no further effect on the BLI signal (Fig. 6A). However, premixing with CTP increased the BLI response by ∼four-fold for ParB1 and ∼three-fold for ParB2 (Fig. 6A and B), consistent with multiple ParB–CTP complexes accumulating on DNA. Mutants with substitutions in the CTP-binding pockets, such as ParB1 R56A, G108A, S110A, and R111A (Fig. 6B and Supplementary Fig. S10A) or ParB2 R57A, G109A, H110A, R111A, and R112A (Fig. 6B and Supplementary Fig. S10B), showed no increase in BLI signal in the presence of CTP, indicating that accumulation on DNA requires intact CTP-binding pockets. ParB1 N54A and S109A mutants, as well as ParB2 N55A, showed partial increases in BLI signal in the presence of CTP, suggesting defective capacity of these mutants to accumulate on DNA (Fig. 6B and Supplementary Fig. S10).

**Figure 6.**
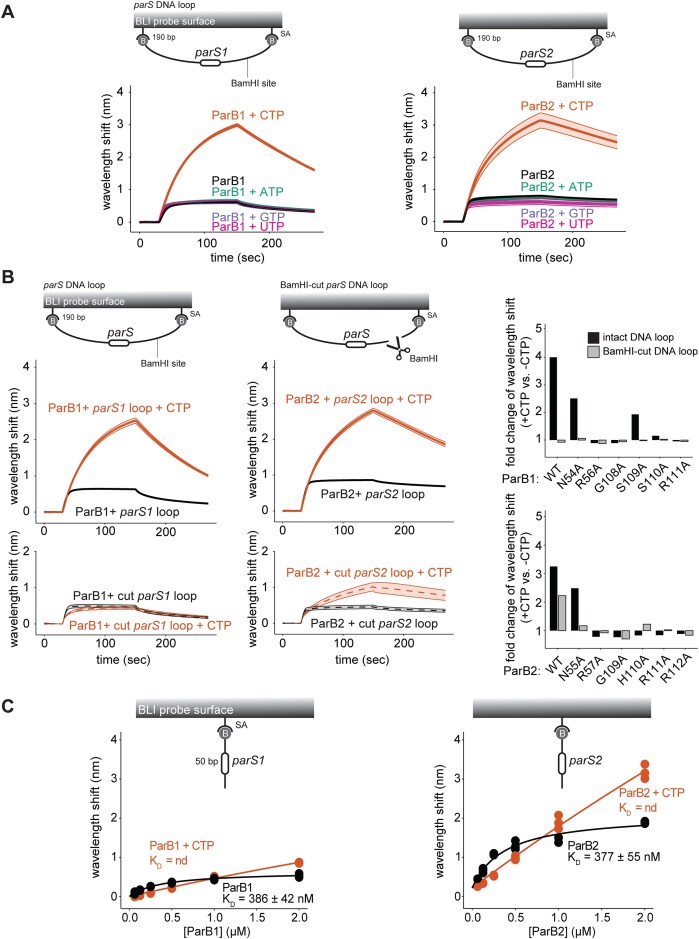
CTP is required for ParB1 and ParB2 to accumulate on DNA *in vitro*. (**A**) BLI analysis of the interaction between 1 µM of ParB1 or ParB2 WT and the 190-bp dual biotinylated *parS1-* or *parS2-*encoding DNA, either alone or with 1 mM of NTPs. (**B**) BLI analysis of the interaction between 1 µM of ParB variants, in the presence or absence of CTP, with an intact or BamHI-restricted DNA loop. Left: a 190-bp dual biotinylated *parS1-* or *parS2-*encoding DNA was attached to the SA-coated probe to create a closed DNA loop. The closed DNA loop was subsequently restricted by BamHI to create DNA with a free end (BamHI-cut DNA loop). For all BLI sensorgrams, mean and standard deviation (shading) are shown for three replicates. Right: fold change of the BLI signal in the presence and absence of CTP for the closed loop and BamHI-cut loop reactions was calculated for both ParB WT and variants (see also Supplementary Fig. S10 for the BLI sensorgrams). (**C**) BLI analysis of the interaction between increasing concentrations of ParB1 or ParB2 and the 50-bp biotinylated *parS1* or *parS2* DNA duplex in the presence or absence of 1 mM CTP. All experiments were performed in triplicate and the maximum BLI signal during the association phase for each reaction was plotted. Binding affinity (*K*_D_) values are displayed for each experiment, n.d. = not determined.

We next investigated whether ParB1 and ParB2, in the presence of CTP, could accumulate on DNA with a free end. To generate a free end, the closed 190-bp DNA loop probe was restricted at the single BamHI site adjacent to the *parS* sequence. For both SCP1 ParBs, either wild type or mutants, addition of CTP no longer increased the BLI signal to the same extent as when a closed DNA loop was employed (Fig. 6B and Supplementary Fig. S10). We reasoned that, similar to the canonical ParB clamp [12, 14, 16], both SCP1 ParBs spread but quickly escape by sliding off a free DNA end, resulting in no net accumulation on DNA.

To further validate CTP-dependent sliding activities, we measured binding affinities of ParB1 and ParB2 to a biotinylated 50-bp linear DNA containing either *parS1* or *parS2* in the presence and absence of CTP. Both ParBs bound to their cognate *parS* strongly in the absence of CTP, but premixing with CTP markedly reduced DNA binding (Fig. 6C), consistent with ParB proteins sliding away from the *parS* sites, escaping from the open end, thus reducing net stable binding at their *parS* sites. Altogether, these results demonstrate that both SCP1 ParBs require CTP and intact CTP-binding pockets, similarly to *bona fide* ParB proteins, to slide and accumulate on DNA *in vitro*.

### ParB1, but not ParB2, is important for SCP1 maintenance in *S. coelicolor* A3(2) under standard laboratory conditions

We next examined the roles of the SCP1 ParBs in SCP1 stability *in vivo*. Because plasmid loss in *Streptomyces* likely results in heterogeneous spores even within a single colony (Fig. 7A), we developed an assay to quantify plasmid retention at single-spore level (Fig. 7A, see also the “Materials and methods” section). Each *parB* gene was individually replaced with an apramycin resistance cassette, and SCP1 retention was measured after a single generation on non-selective media (Fig. 7B). As a control, a small hypothetical protein-encoding gene, *SCP1.94*, was replaced with the same antibiotic resistance marker; this strain retained SCP1 at ∼99%, confirming the high stability of SCP1 [57, 58] (Fig. 7B). Deletion of *parB1* resulted in high plasmid loss, with SCP1 retained in only ∼19% of spores, indicating that the *parABS1* system is critical for SCP1 stability (Fig. 7B). In contrast, deletion of *parB2* had a minor effect, resulting in ∼94% retention of SCP1, suggesting that *parABS2* contributed minimally to SCP1 stability under the tested conditions (Fig. 7B). Immunoblots using α-FLAG antibody confirmed that both ParB1-3×FLAG and ParB2-3×FLAG were produced under the same conditions for the plasmid stability assay; both proteins accumulated during reproductive growth, where their peak levels coincide with the onset of sporulation (Supplementary Fig. S11). Both deletions were complemented with ectopic expression of either *parB1* or *parB2*, whose cognate *parS* sites were engineered out of the gene while maintaining the encoded amino acids, from the φBT1 phage integration site on the *S. coelicolor* A3(2) chromosome. These ectopic expressions partly restored SCP1 retention on the *parB1* deletion from ∼19% to ∼51% and did not result in a significant change in the *parB2* deletion (Fig. 7B). Partial complementation might stem from the absence of the *parS1* site normally residing within *parB1* (Fig. 3A). This site has been recoded out of the ectopically expressed *parB1* allele used for complementation to avoid ParB1 titration away from SCP1 (Fig. 7B). A similar precedence exists: a specific *parS* site on a low-copy-number plasmid RK2 had been demonstrated to be more important than other identical *parS* sites for the stability of this plasmid in Gram-negative bacteria [71]. Equally likely, or in addition, elevated levels of ParB1 produced from the strong ermE* promoter on the chromosome might have resulted in suboptimal SCP1 segregation, leading to only a partial complementation. Altogether, our results here indicate that *parABS1* is critical for SCP1 stability, whereas *parABS2* plays little to no role in plasmid stability, at least under standard laboratory conditions.

**Figure 7.**
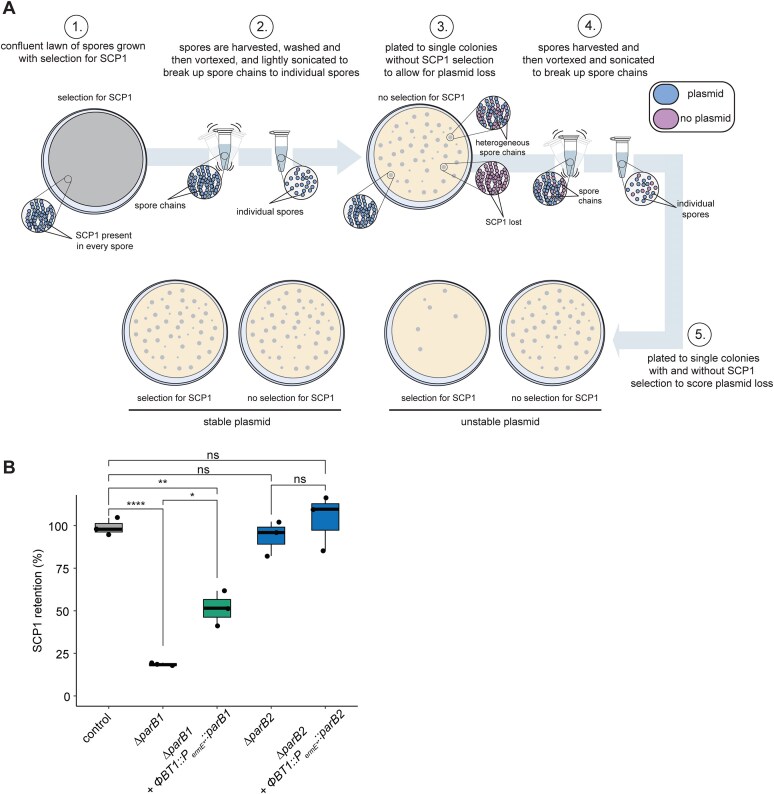
ParB1, but not ParB2, is important for SCP1 stability in *S. coelicolor* A3(2) under standard laboratory conditions. (**A**) SCP1 plasmid stability assay. Strains with an antibiotic resistance gene inserted onto SCP1 were grown in a confluent lawn with SCP1 selection (step 1). Spores were harvested, washed, and spore chains were broken into individual spores by vortexing and sonication (step 2). Samples were serially diluted and plated on media without selection for SCP1 to single, untouching colonies (to minimize conjugation of SCP1 back to hyphae that had lost it) (step 3). Spores were then harvested, and again spore chains were broken up to individual spores by vortexing and sonication (step 4). Samples were serially diluted, and equal volumes were plated on media with and without selection for SCP1 (step 5). Plasmid retention was scored by dividing the number of colonies on the selection plate by the number of colonies on the plate without selection. (**B**) Percentage retention of SCP1 was scored in *S. coelicolor* A3(2)-derived strains. SCP1 was highly stable in the control strain (∆*SCP1.94::apr*) but was rapidly lost in the ∆*parB1::apr* strain, which could be partially complemented in the ∆*parB1::apr* φBT1::P_ermE*_::parB1 (no internal *parS1*) strain. Deletion of *parB2* did not significantly disrupt SCP1 stability and the ∆*parB2:apr* φBT1::P_ermE*_::parB2 (no internal *parS2*) strain had a similar level of retention to the control and ∆*parB2::apr* strain. Experiments were performed in triplicate. The *y*-axis represents the percentage retention of SCP1 after one generation/sporulation. Data were analyzed using a one-way ANOVA followed by Tukey’s multiple comparisons test [**** *P* ≤ .0001, ** *P* ≤ .01, * *P* ≤ .05, ns = not significant (*P* ≥ .05)].

## Discussion

In this study, we demonstrated that plasmids encoding multiple partition systems are common, and many plasmids notably harbor multiple partition systems of the same type (Fig. 1). These observations raised the question of how and why partition systems of the same type co-exist on a single plasmid. Using SCP1 as a model, we showed that despite encoding two apparently functional type-I HTH-ParB partition systems, only *parABS1* is critical for SCP1 stability under standard laboratory conditions (Fig. 7B).

The dominance of the *parABS1* system in SCP1 stability was unexpected, especially given the redundancy reported for other *Streptomyces* plasmids such as *S. lividans* SLP2, where deletion of individual maintenance systems only minimally impacted plasmid stability [28]. It remains unclear why there is functional disparity between the two partition systems in SCP1 maintenance. However, a similar hierarchy has been observed for multi-replicon plasmids (∼30% of the PLSDB [72]), where one replicon frequently dominates in controlling PCN [73]. Whether a similar principle applies broadly to multi-partition system plasmids remains an open question requiring further investigation. Alternatively, the evolutionary history of SCP1 may help explain this difference. Unlike SCP1, the plasmid pSV1, harbored by the closely related strain *Streptomyces violaceoruber* SANK95570, encodes a single partition system, which is nearly identical (∼99.7% amino acid sequence similarity) to the *parABS2* operon of SCP1 [59]. SCP1, like other plasmids with multiple partition systems [36, 74–76], likely arose from a recombination event between a progenitor of pSV1 (carrying a single ancestral *parABS2* system) and a progenitor SCP1 plasmid (carrying a single ancestral *parABS1* system) that resulted in the insertion of a region of pSV1 containing the *parABS*_pSV1_ operon into SCP1 (forming the present dual partition system plasmid) [59]. If true, the *parABS2* system represents a recent acquisition on SCP1 that may lack essential co-factors, encoded on its native pSV1, for the full functionality of this system. It is now known that *Streptomyces* chromosomal ParAB*S* systems interact with diverse accessory proteins to ensure faithful chromosomal segregation in these multicellular species [77–81]. For example, a *Streptomyces*-specific Scy protein interacts with *Sc*ParA to anchor the chromosome to the hyphal tips, ensuring that the chromosome will be distributed throughout the extending mycelia as hypha grow and branch [77, 78, 81]. If these interactions are highly specific, then the putative native SCP1 ParA1 or ParB1 may interact with a native host protein(s) to facilitate SCP1 segregation, whereas the ParAB*S2* system might remain incomplete or function sub-optimally in the absence of its cognate accessory protein(s).

Previous work on *S. lividans* SLP2 also suggested specialization of partition systems. While the ParAB*S*_SLP2_ and the Spd1_SLP2_ systems redundantly mediate intramycelial movement, only the ParAB*S*_SLP2_ system facilitates SLP2 segregation during sporulation [28]. Thus, deletion of *spd1_SLP2_* alone did not disrupt SLP2 stability. By analogy, it is possible that the ParAB*S2* system may contribute to SCP1 intramycelial movement, while the ParAB*S1* system is crucial for SCP1 segregation during both vegetative growth and sporulation. This might explain the minimal effect of the *parB2* deletion but severe defect of the *parB1* deletion on SCP1 maintenance.

It is also possible that the ParAB*S2* system contributes to SCP1 stability under different host or environmental conditions. Environment-specific contribution to plasmid stability has been proposed for the R27 plasmid, which encodes two functional partition systems, Par1_R27_ and Par2_R27_ [36], and the *Pseudomonas putida* chromosomal ParAB*S* system [82, 83], where partition system importance was dependent on nutrient availability. Relatedly, temperature affects the efficacy of the two partition systems on the *Shigella flexneri* invasion plasmid pINV*_Sf_* [34]. Moreover, since SCP1 is a conjugative plasmid [84], the ParAB*S2* system may enhance plasmid stability in alternative hosts. For example, deletion of the *parABS*_SLP2_ system resulted in ∼50% plasmid loss in a non-native host *S. coelicolor* but only ∼14% in the native host *S. lividans*. Additional partition systems could therefore provide host-range flexibility or mitigate incompatibility with another plasmid(s) in alternative hosts. In the natural soil environment, where *Streptomyces* species frequently encounter diverse environments and microbial communities, redundancy in partition systems may enhance plasmid stability. Future work should explore how multiple partition systems contribute to SCP1 stability under different host, environmental, and temperature conditions.

Partition system incompatibility can arise when multiple partition systems of the same types are present in the same cell [2]. Therefore, for coexistence of several partition systems, strict specificity without overlap among partition systems is necessary. This has mainly been demonstrated in the context of bacterial species with multipartite genomes such as *Burkholderia cenocepacia* [85]. Despite the SCP1 *parS1* and *parS2* sites differing at a single nucleotide position and by 1 bp in length (Supplementary Fig. S8B), both SCP1 ParBs exhibit exquisite specificity for their cognate *parS*, without detectable cross-reactivity with another SCP1 *parS* nor the SCP2 *parS* or the chromosomal *parS* site (Fig. 3). Similarly, the chromosomal *Sc*ParB binds specifically to the *ScparS* but not to either of the SCP1 *parS* sites (Fig. 3B). Furthermore, it has previously been shown that ParT_SCP2_ does not bind anywhere on SCP1 or the chromosome [29], highlighting how these four type-I HTH-ParB partition systems can co-exist in *S. coelicolor* A3(2). 

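At the sites of the other system, the side of wild type on which the mean signal lay depended on the scaling. Averaged over the *parS2* summits, ParB1 signal as deposited was 0.905-fold wild type (0.864 and 0.946 in replicates 1 and 2). Averaged over the *parS1* summits, ParB2 signal as deposited was 0.975-fold wild type (1.00 and 0.951). Division by the library median, which removes the part of each total taken up by the summits, gave 1.02 and 1.08. In an exact two-sided permutation test, the difference from wild type had p = 0.333 for ParB1, the smallest value that 2 libraries against 2 allow, and p = 0.667 for ParB2. In limma's test, the log2 fold changes of the 3 bins with *parS2* summits lay between -0.27 and -0.08 for ParB1 (adjusted p from 0.0583 to 0.622), and those of the 3 bins with *parS1* summits between -0.14 and -0.06 for ParB2 (adjusted p from 0.266 to 0.637).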

Strict centromere-binding specificity may explain how multiple partition systems of the same type can be co-encoded on a single plasmid and how these combinations can occur relatively frequently (Fig. 1C). Here, although we have not experimentally determined the specificity of *Sc*ParA or SCP1 ParA1 and ParA2 for their cognate ParB proteins, sequence alignments suggest specific ParA–ParB interactions. It is well known that chromosomal ParB, including *Sc*ParB, interacts with the cognate *Sc*ParA via the N-terminal 20–30 amino acids, which contain the highly conserved LG-R/K-GL motif [19, 61, 86]. In contrast, plasmid-encoded ParBs (including SCP1 ParB1 and ParB2) lack this conserved motif, and their first 20–30 amino acids are highly variable (Supplementary Fig. S12). This divergence suggests that crosstalk between chromosomal and plasmid partition systems is either absent or minimal.

Lastly, our findings highlight that the mechanism of CTP binding and hydrolysis by ParB proteins remains incompletely understood. Residues critical for CTPase activity in chromosomal ParB proteins differ in the SCP1 ParB proteins (Fig. 2D) and in other plasmidic ParB CTPases such as KorB (from RK2 plasmid) and SopB (from F plasmid) [10, 18], suggesting that the binding pocket residues identified through the foundational studies on chromosomal ParB proteins represent one solution for CTP binding/hydrolysis rather than a strict consensus requirement. This is further supported by the recent demonstration that the ParB–CTPase fold is found across bacteria, archaea, and viruses and is more versatile than previously thought, with some ParB–CTPase fold-containing proteins exhibiting specificity for ATP or GTP rather than CTP [65]. A broader characterization of diverse ParB-like proteins, particularly those with less conserved CTP-binding pockets [65], may expand our understanding of CTP binding and hydrolysis.

In summary, our work establishes that plasmids encoding multiple partition systems are more common in bacteria than previously recognized and may have evolutionary benefits from such redundancy. Such redundancy mirrors passive plasmid maintenance modules such as toxin-antitoxin systems [32, 33, 38] and likely enhances plasmid persistence in fluctuating natural environments. Using SCP1 as a model, we provide mechanistic insight into the coexistence and functional hierarchy of two type-I HTH-ParB partition systems on a single plasmid, furthering our understanding of both plasmid biology and *Streptomyces* plasmid maintenance.

## Supplementary Material

gkag593_Supplemental_Files

## Data Availability

Deep sequencing data generated in this study have been deposited in the GEO database under the accession codes GSE311144 and GSE311147. All plasmids and strains constructed in this study are available upon request. The ChIP-seq data can be viewed on the Integrative Genomics Viewer (IGV) web app using the link: https://tinyurl.com/3n66vd65.

# Supplementary material for: Stable inheritance of the Streptomyces linear plasmid SCP1 by dual ParABS partition systems
**Source:** Nucleic Acids Res. 2026 Jun 8;54(11):gkag593. doi: 10.1093/nar/gkag593
**Supplement:** gkag593_Supplemental_Files

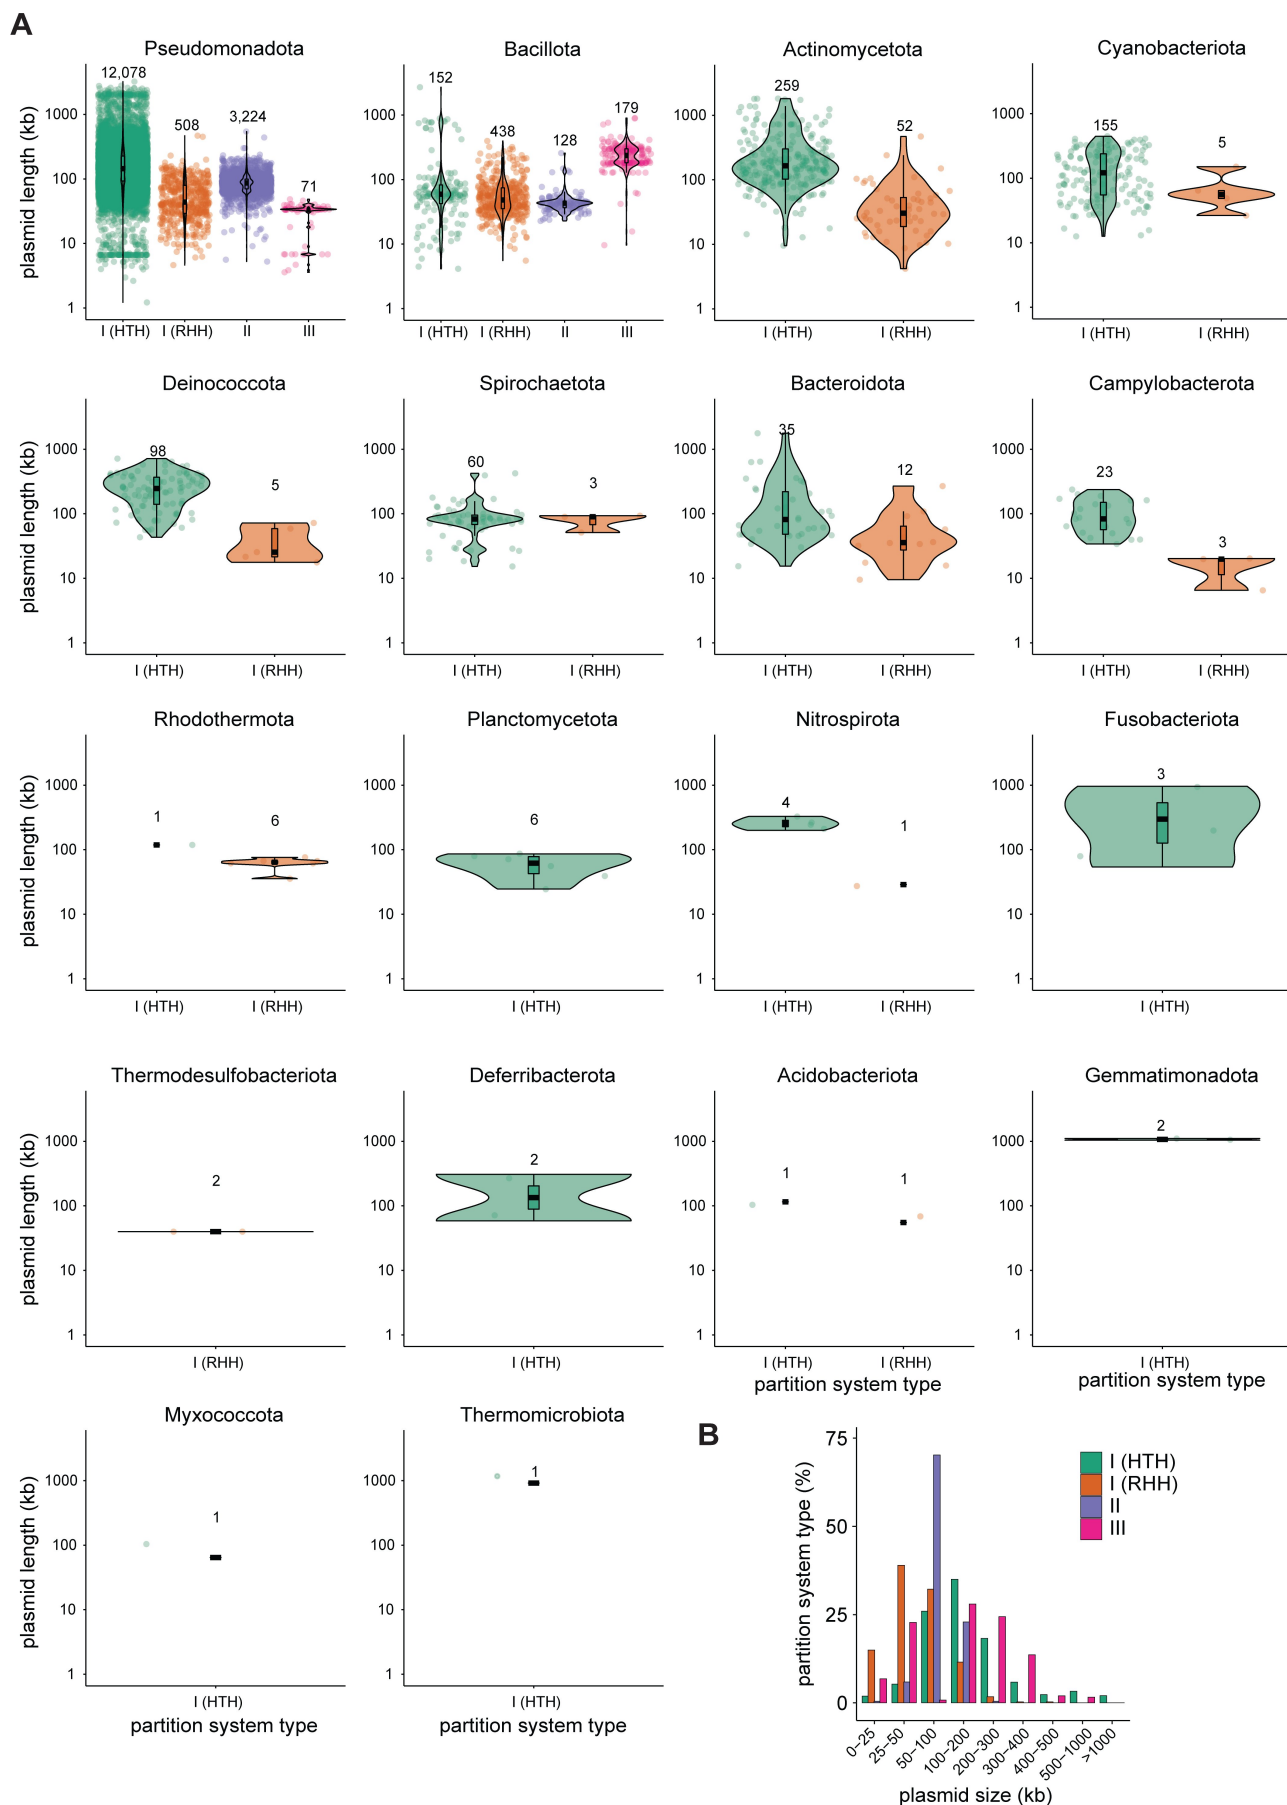

**Supplementary Figure S1.** Type-I partition systems were predicted to have the broadest taxonomic distribution. **(A)** Distribution of partition system types across PLSDb plasmids with a single partition system. Plasmids were categorized according to bacterial phyla they were isolated from. **(B)** Percentage of each partition system type on PLSDb plasmids with a single partition system across plasmid size bins.

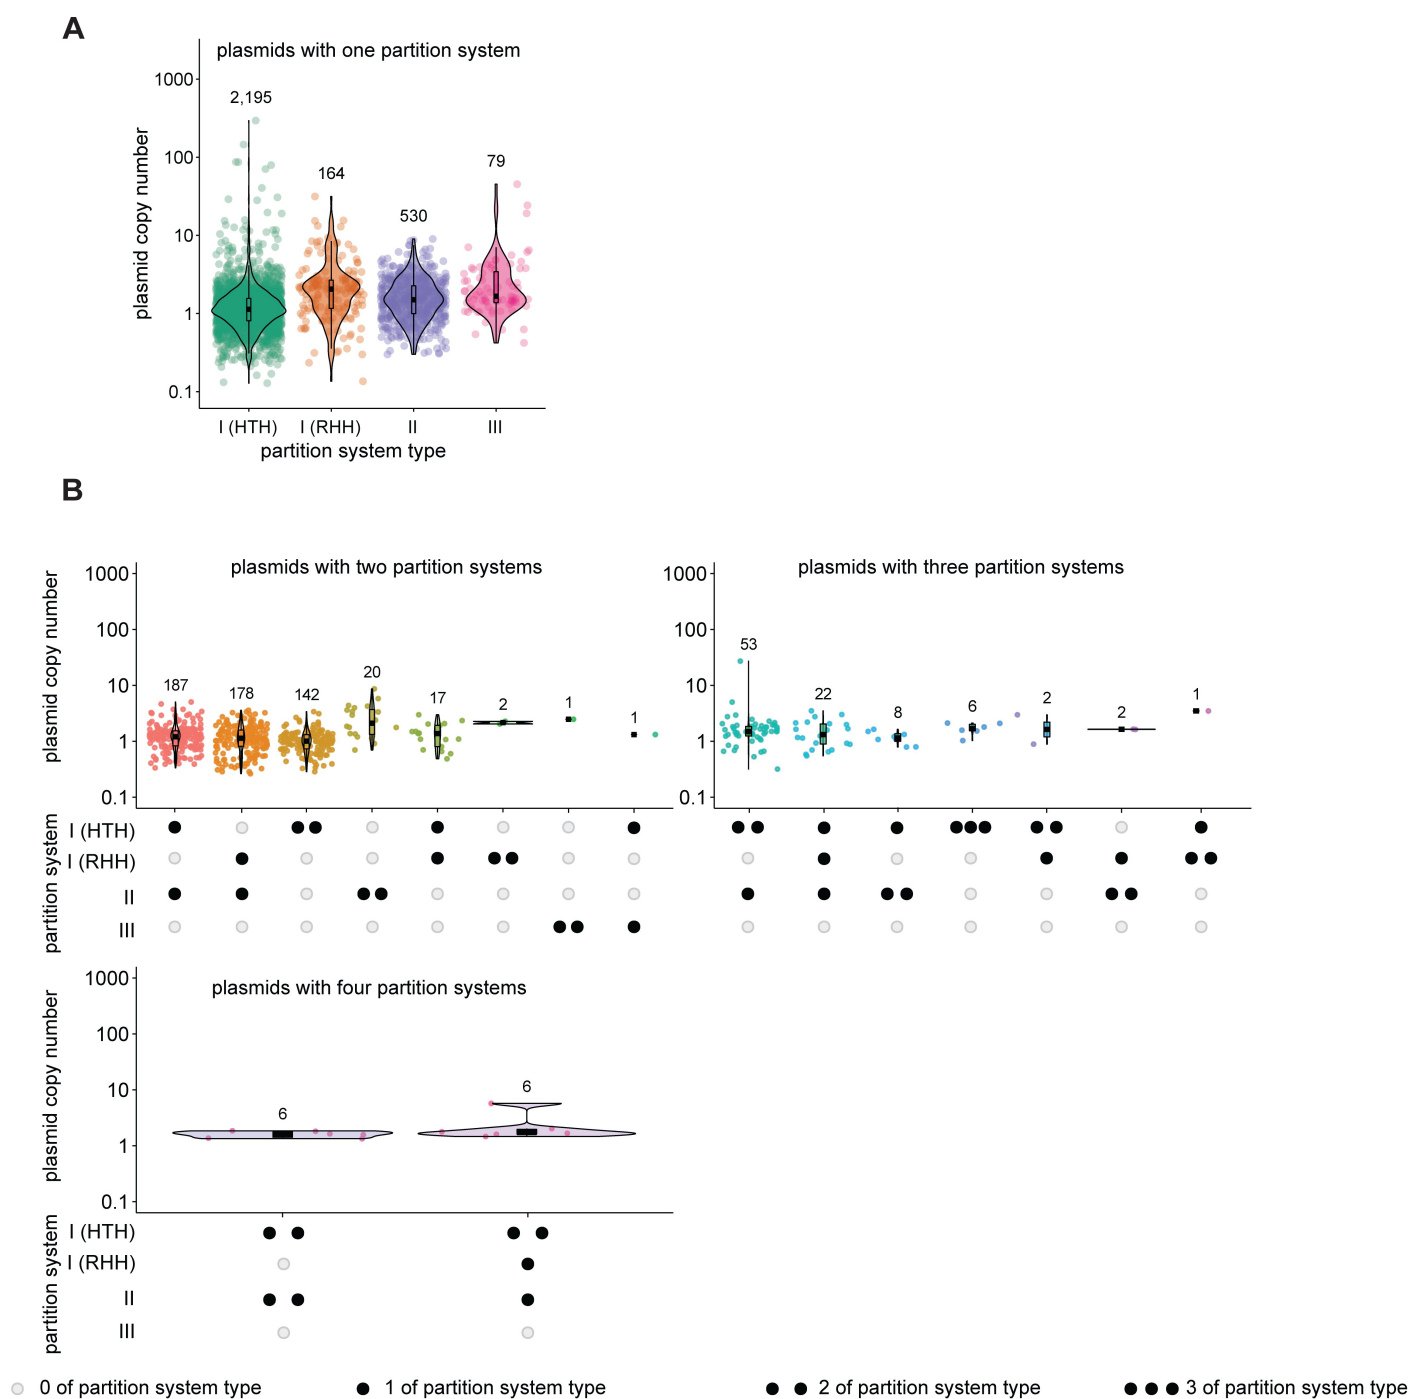

**Supplementary Figure S2.** The majority of plasmids encoding partition systems are low copy number. **(A)** Plasmids with a single partition system tend to be low copy number with a median plasmid copy number (PCN) of between ~1-2 copies per chromosome. **(B)** Plasmids with multiple partition system also tend to be low copy number with a median PCN between ~1-3.5 copies per chromosome. Filled circles (single or multiple) indicate the presence of one or more corresponding partition system type(s), while unfilled circles indicate the absence of such partition system type(s). PCN data is from Maddamsetti *et al.*, 2025.

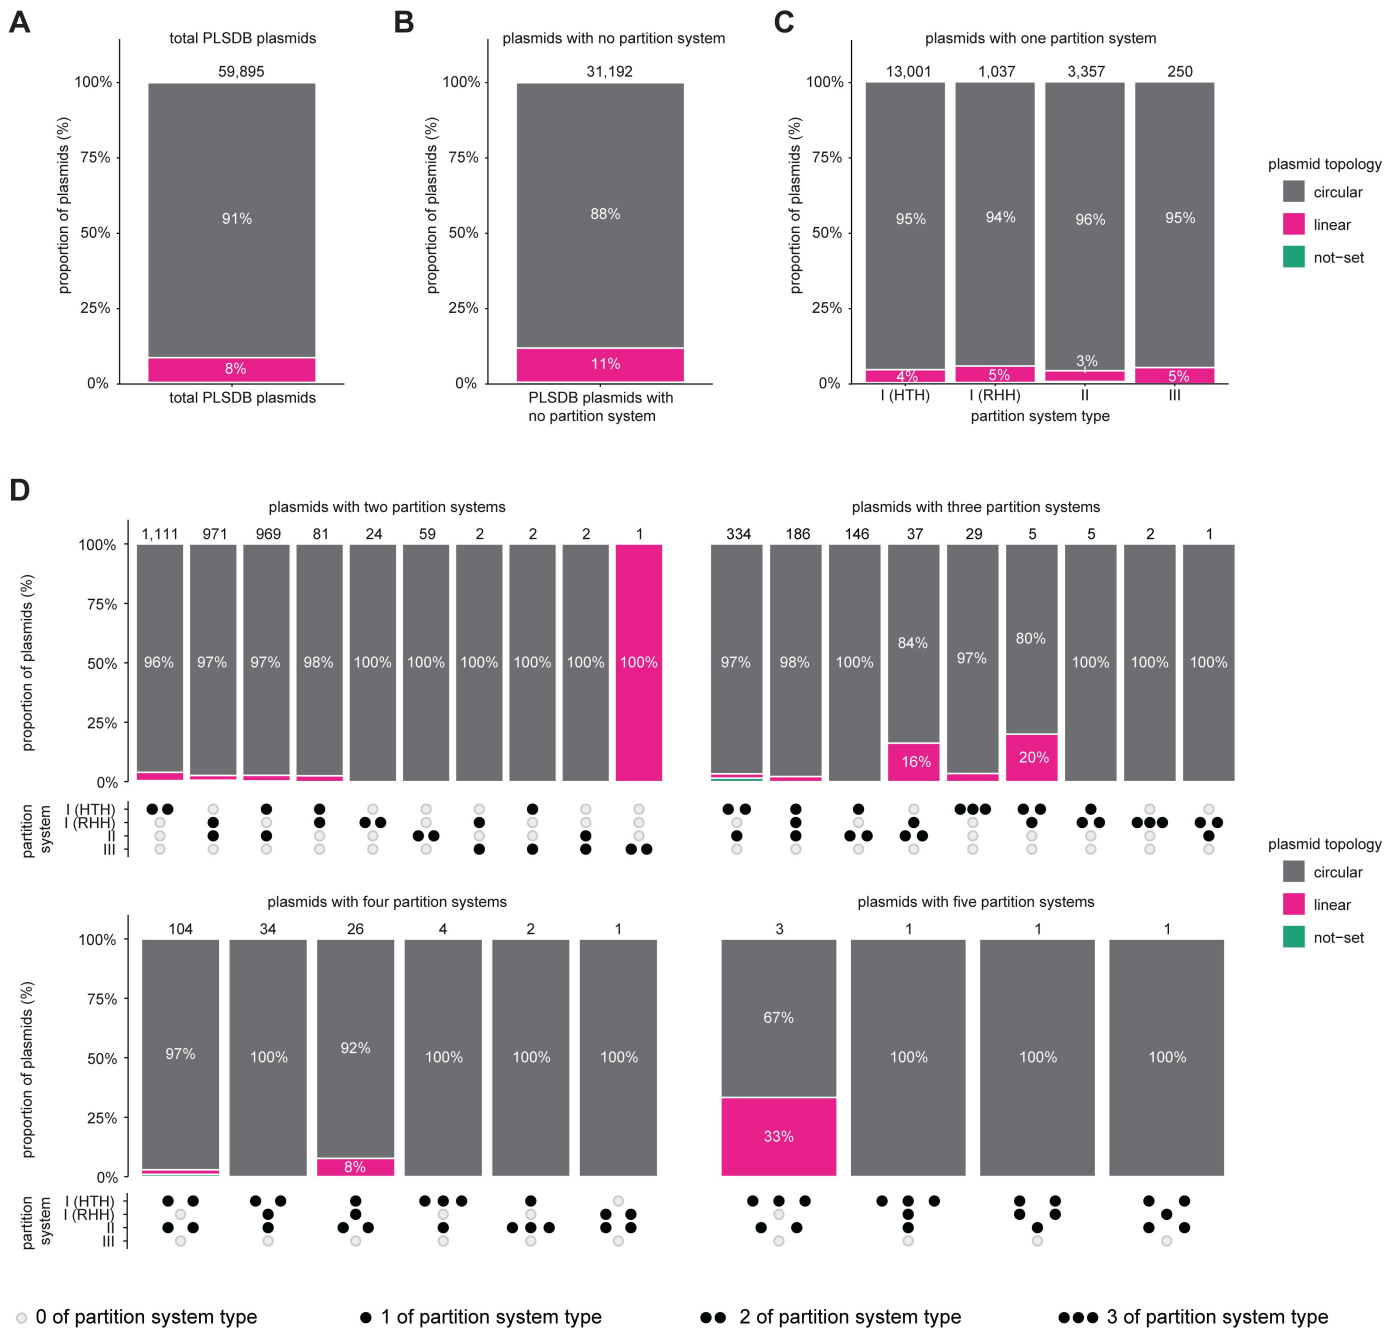

**Supplementary Figure S3.** Circular plasmids are the dominant plasmid topology across the PLSDb. Plasmid topology was classified as circular (grey), linear (pink) or unknown/undetermined (green). **(A)** All 59,895 PLSDb plasmids classified by topology: circular (54,646 plasmids/~91% of the PLSDb), linear (4,941 plasmids/~8% of the PLSDb) or unknown (308 plasmids/<1% of the PLSDb) topologies. **(B)** The 31,192 PLSDb plasmids that were not predicted to encode a partition system classified by topology: circular (27,476 plasmids/~88% of no partition system plasmids), linear (3,529 plasmids/~11% of no partition system plasmids) or unknown (187 plasmids/<1% of no partition system plasmids) topologies. **(C)** The 17,645 PLSDb plasmids predicted to encode one partition system separated based on their partition system type and whether they are predicted to have a circular (16,842/~95% of single partition system plasmids), linear (732/~4% of single partition system plasmids) or unknown (71/<1% of single partition system plasmids) topologies. **(D)** The 4,144 PLSDb plasmids predicted to encode multiple partition systems separated based on their partition system type combinations and whether they are predicted to have a circular (4,019/~97% of multiple partition system plasmids), linear (108/~3% of multiple partition system plasmids) or unknown (20/<1% of multiple partition system plasmids) topologies.

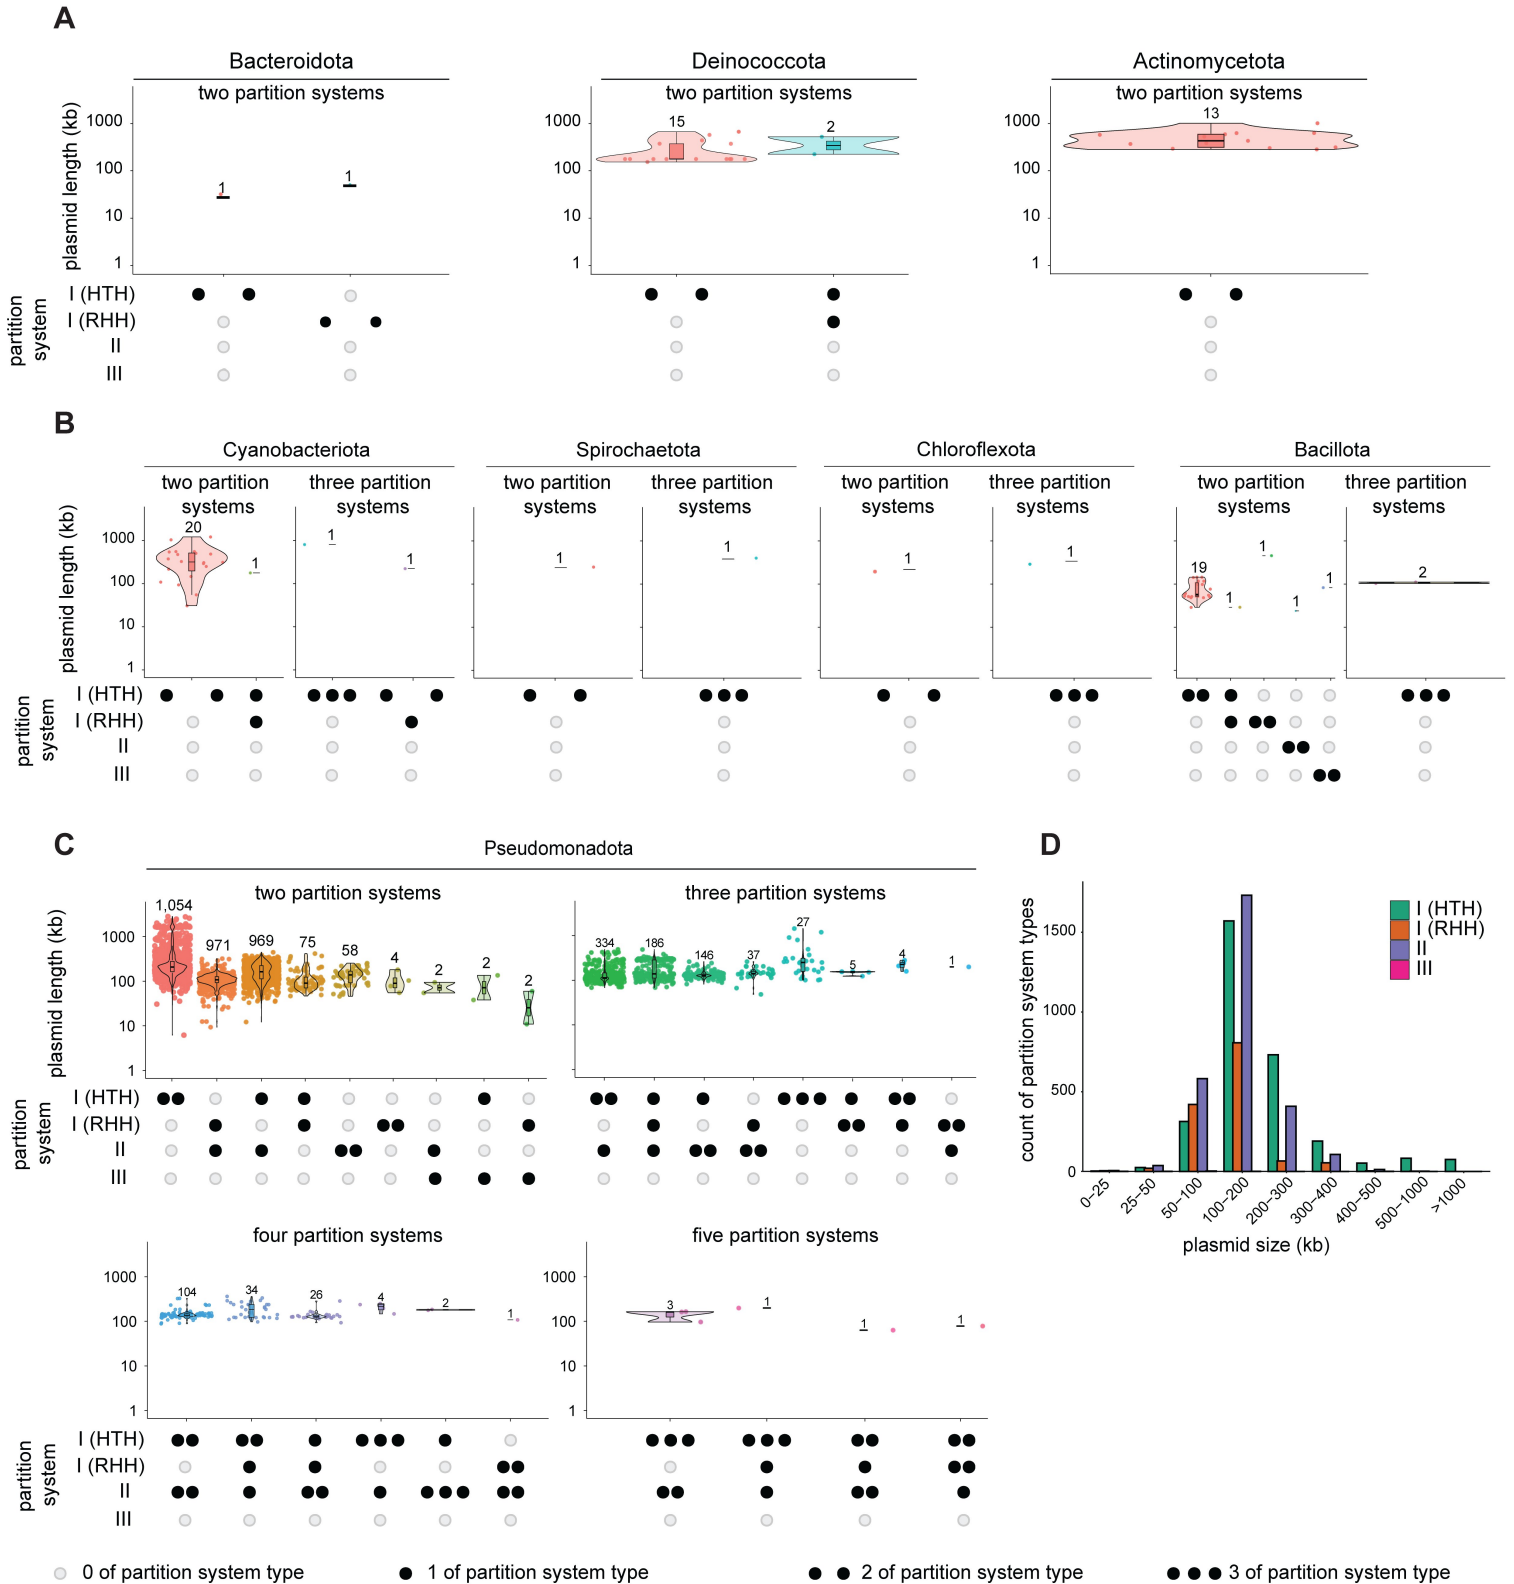

**Supplementary Figure S4.** Plasmids predicted to encode multiple partition systems were found across diverse bacterial phyla. **(A)** Plasmids isolated from the Bacteroidota, Deinococcota and Actinomycetota phyla were predicted to encode a maximum of two partition systems. **(B)** Plasmids isolated from the Cyanobacteriota, Spirochaetota, Chloroflexota and Bacillota phyla were predicted to encode a maximum of three partition systems. **(C)** Plasmids isolated from the Pseudomonadota phylum were predicted to encode two, three, four or five partition systems. Filled circles (single or multiple) indicate the presence of one or more corresponding partition system type(s), while unfilled circles indicate the absence of such partition system type(s). **(D)** Numbers of each plasmid partition system type found on the 4,144 PLSDb plasmids predicted to encode multiple partition systems, categorized by plasmid size. Each plasmid containing multiple partition systems contributes to the count for each system type it encodes (e.g. a plasmid predicted to encode both type-I (HTH-ParB) and type-I (RHH-ParB) systems contributes one count to each category).

**A**

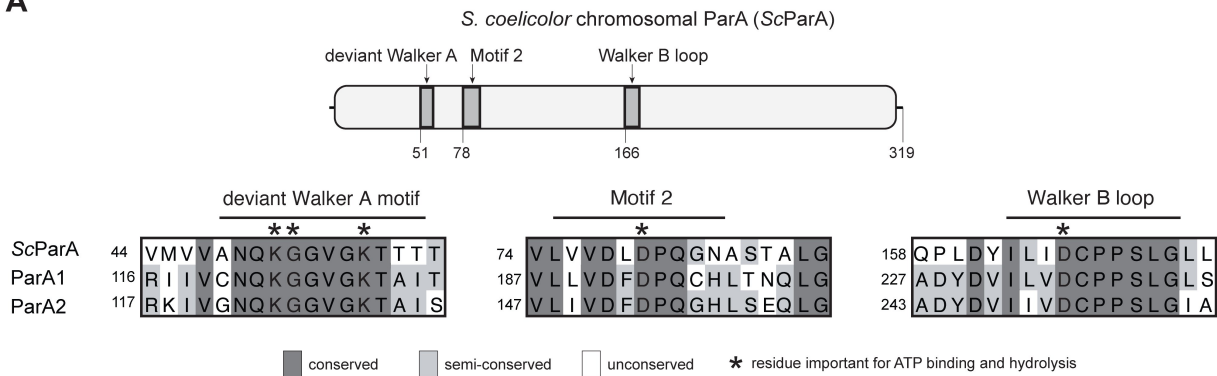

**B**

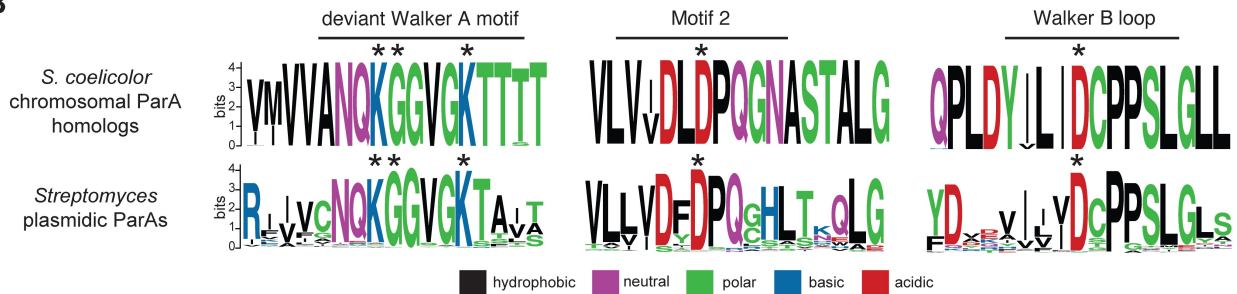

**Supplementary Figure S5.** Amino acid residues responsible for ATP-binding and hydrolysis are conserved in *Streptomyces* plasmid ParA proteins. **(A)** Top: domain structure of the *S. coelicolor* A3(2) chromosomal ParA protein (ScParA) with the deviant Walker A, motif 2 and Walker B loop highlighted. Bottom: multiple sequence alignment of the deviant Walker A motif, motif 2 and Walker B motif of ScParA, ParA1 and ParA2 show that the ATP-binding domain is highly conserved in ParA1 and ParA2. Asterisks denote functionally important residues for ATP binding and hydrolysis. **(B)** Sequence logos of ~3,500 ScParA homologs and the 156 *Streptomyces* plasmidic ParAs revealed that the deviant Walker A motif, motif 2 and Walker B motif are highly conserved in *Streptomyces* plasmidic ParAs (functionally important residues are highlighted with asterisks). Amino acids were colored based on their chemical properties (GSTYC, polar; QN, neutral; KRH, basic; DE, acidic; and AVLIPWFM, hydrophobic).

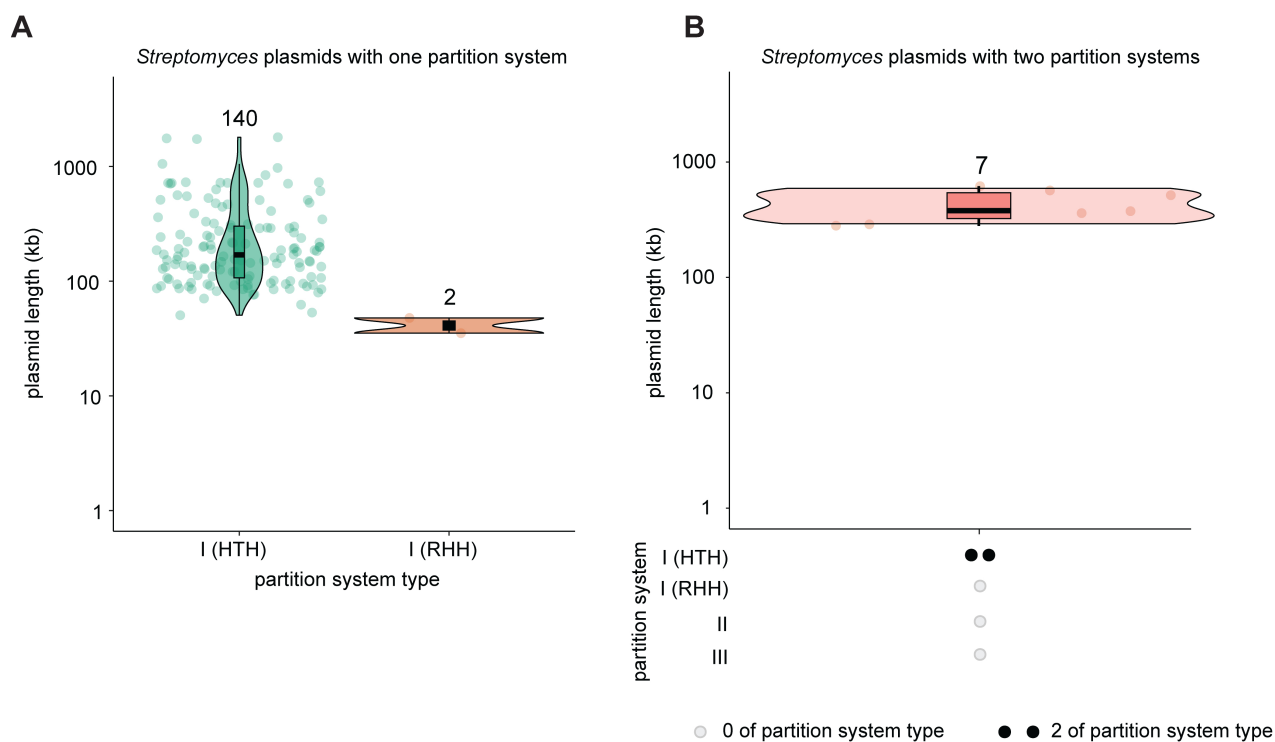

**Supplementary Figure S6.** *Streptomyces* plasmids were predicted to encode only type-I partition systems. **(A)** *Streptomyces* plasmids from the PLSDB with a single partition system exclusively encode type-I partition systems with the majority encoding type-I (HTH-ParB) partition systems. **(B)** *Streptomyces* plasmids from the PLSDB with multiple partition systems exclusively encoded dual type-I (HTH-ParB) partition systems. Filled circles (single or multiple) indicate the presence of one or more corresponding partition system type(s), while unfilled circles indicate the absence of such partition system type(s).

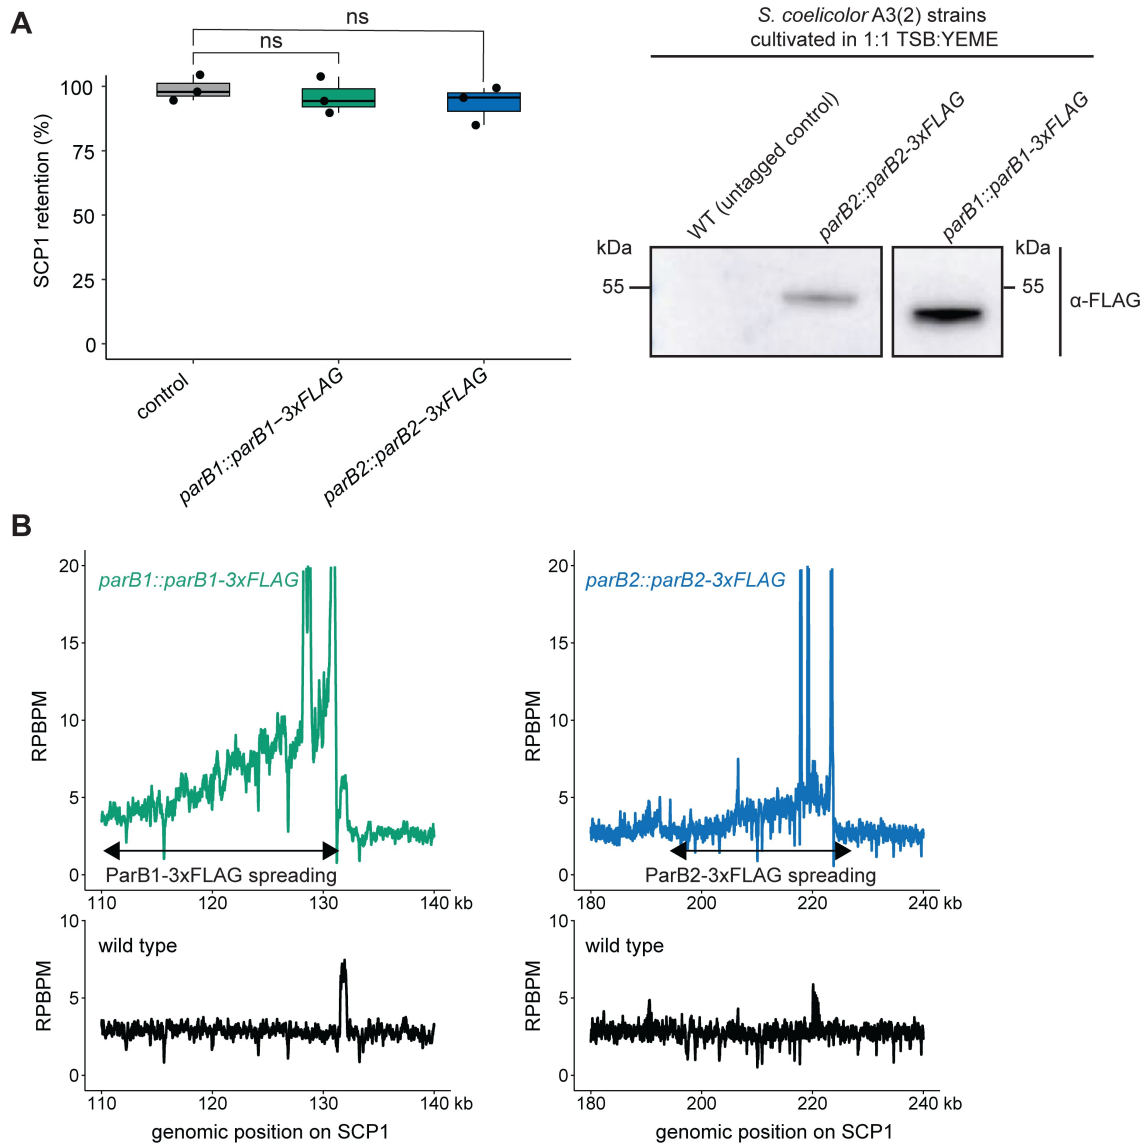

**Supplementary Figure S7.** ParB1-3xFLAG and ParB2-3xFLAG accumulated surrounding their cognate *parS* sites on SCP1. **(A) (left panel)** Insertion of a 3x-FLAG-apramycin resistance cassette at the 3' ends of either the *parB1* or *parB2* genes did not disrupt SCP1 stability compared to a control strain ( $\Delta$ SCP1.94::apr). Data was analyzed using a one-way ANOVA followed by Dunnett's multiple comparisons test (ns = not significant ( $p \geq 0.05$ )). **(right panel)** ParB1-3xFLAG and ParB2-3xFLAG proteins were produced during vegetative growth in liquid culture.  $\alpha$ -FLAG immunoblot of 10  $\mu$ g total cell lysates isolated from *S. coelicolor* A3(2) wild type (WT, untagged control), *S. coelicolor parB1::parB1-3xFLAG* and *S. coelicolor* A3(2) *parB2::parB2-3xFLAG* cultivated in 1:1 TSB:YEME liquid culture for 15 hours. **(B)**  $\alpha$ -FLAG ChIP-seq profiles of *S. coelicolor* A3(2) *parB1::parB1-3xFLAG*, *parB2::parB2-3xFLAG*, and wild type show that ParB1-3xFLAG and ParB2-3xFLAG accumulated asymmetrically ~15-20 kb downstream of their cognate *parS* sites on SCP1. ChIP-seq profiles were plotted with the x-axis representing genomic position (kb) and the y-axis representing the number of reads per base pair per million (RPBPM). ChIP-seq was performed in biological duplicate and a representative profile is shown.

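Signal on either side of the summits was compared over 15 kb, leaving out the 500 bp next to the outermost summit. On the left, mean signal as deposited was 2.08 ± 0.167-fold wild type (SD, n = 2) for ParB1 and 1.45 ± 0.0389-fold for ParB2, while on the right it was 0.960 ± 0.0181 and 0.946 ± 0.0295. The side of wild type on which the right-hand signal lay depended on the scaling, since after division by the library median, an alternative chosen after seeing the data, it was 1.08 ± 0.0192-fold wild type for ParB1 and 1.04 ± 0.00382-fold for ParB2 over the same 15 kb. The left over right ratio was 2.32 and 2.01 in the ParB1 replicates and 1.53 and 1.54 in the ParB2 replicates. The ratio was largest over 10 kb on each side, at 2.42 for ParB1 and 1.60 for ParB2. To the right of the rightmost summit, signal stayed raised over 1.12 and 2.12 kb for ParB1. For ParB2 the extent was 0.577 kb in both replicates. This is the distance to the end of the 1-kb bin that holds the summit, the smallest value the measure can give with 1-kb bins. Within 1 kb to the right of the rightmost summit, the ratio of tagged to wild-type signal was lowest 355 bp from the ParB1 summit and 386 bp from the ParB2 summit. In the 500 bp left of these minima, leaving out the nearest 50 bp, signal was 10.4-fold and 10.6-fold wild type in the ParB1 replicates and 11.9-fold and 21.3-fold in the ParB2 replicates. In the 500 bp to the right it was 1.08-fold and 1.217-fold for ParB1, and 1.08-fold and 1.03-fold for ParB2.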

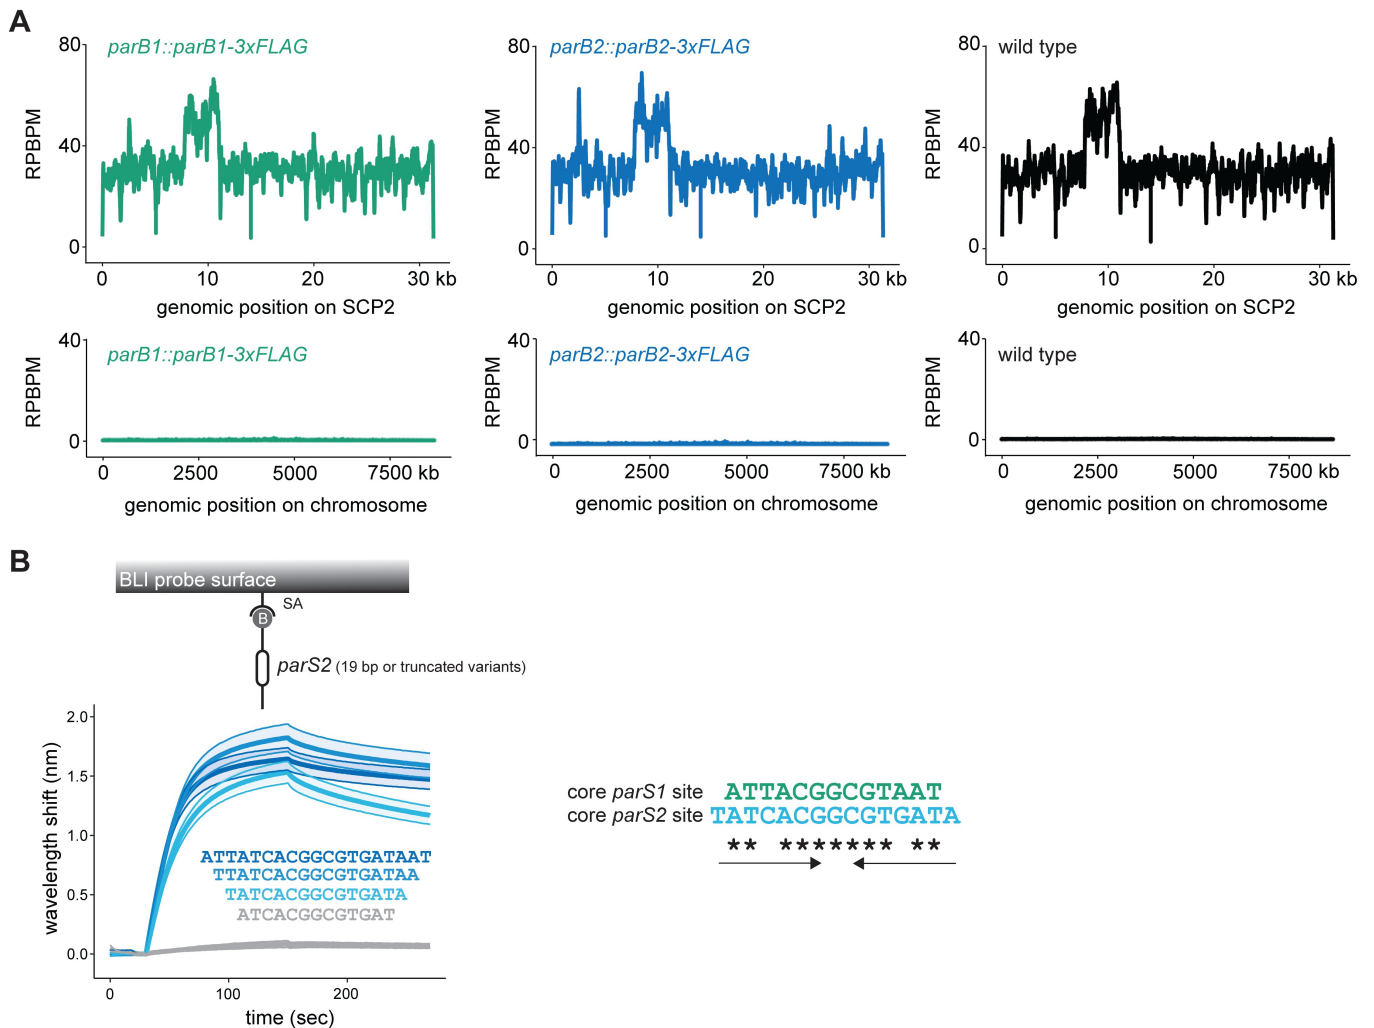

**Supplementary Figure S8.** ParB1-3xFLAG and ParB2-3xFLAG do not bind to the *S. coelicolor* A3(2) chromosome or SCP2. **(A)**  $\alpha$ -FLAG ChIP-seq profiles of *S. coelicolor* A3(2) *parB1::parB1-3xFLAG*, *parB2::parB2-3xFLAG*, and wild type show no enrichment of ParB1-3xFLAG or ParB2-3xFLAG on the chromosome or SCP2. ChIP-seq profiles were plotted with the x-axis representing genomic position (kb) and the y-axis representing the number of reads per base pair per million (RPBPM). ChIP-seq was performed in biological duplicate and a representative profile is shown. **(B)** Left: BLI profiles of 1  $\mu$ M ParB2 binding to a series of 50-bp DNA duplexes containing either the 19-bp *parS2* site identified from ChIP-seq experiments (dark blue) or truncated variants (gradient blue). The truncated *parS2* variant that ParB2 did not bind strongly to is colored in grey. Mean and standard deviation (shading) are shown for three replicates. Right: an alignment of the core *parS1* and *parS2* sites demonstrate a high level of sequence similarity between the two sites. Asterisks indicate conserved nucleotides. Convergent arrows indicate both *parS* sites are inverted repeats.

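On SCP2, limma called 0 of 62 bins for ParB1 and for ParB2. At an unadjusted p under 0.05, 4 bins were higher and 3 lower for ParB1, and 9 were higher and 9 lower for ParB2. Both proteins had their largest fold in the bin that starts at 2501, at 1.13 for ParB1 and 1.219 for ParB2. Without the 1.5-fold minimum, 3 bins were called higher and 5 lower for ParB2. In data simulated from these SCP2 libraries, each of the 3 bins raised 2-fold for ParB1 was recovered (100%), with 0 false calls. A region from 8001 to 11000 was high in all 6 libraries, and its highest bin, from 8001 to 8500, was at 1.82 and 1.75 times the SCP2 median in wild type and at 1.75 to 1.937 times in the tagged libraries. Because the values of SCP2 are relative to its own total depth, a rise over all of SCP2 would not appear in them.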

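The *parS1* sequence ATTACGGCGTAAT (13 bp) was aligned without gaps to the 15-bp *parS2* core TATCACGGCGTGATA at the offset with the fewest differences, where it starts at base 2 of the core. Counted from the 5′ end of *parS1*, with the *parS1* base first, the differences were T3C and A11G. They are 2 of the 13 aligned bases, 1 on each side of the central base, and the core is 2 bp longer. The paper's Discussion counts a difference of 1 nucleotide and of 1 bp in length. Its way of counting is not given, so the 2 counts were not reconciled. The chromosomal *ScparS* sequence GTTTCACGTGAAAC (14 bp) equals its reverse complement at each of its 14 bases.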

**A**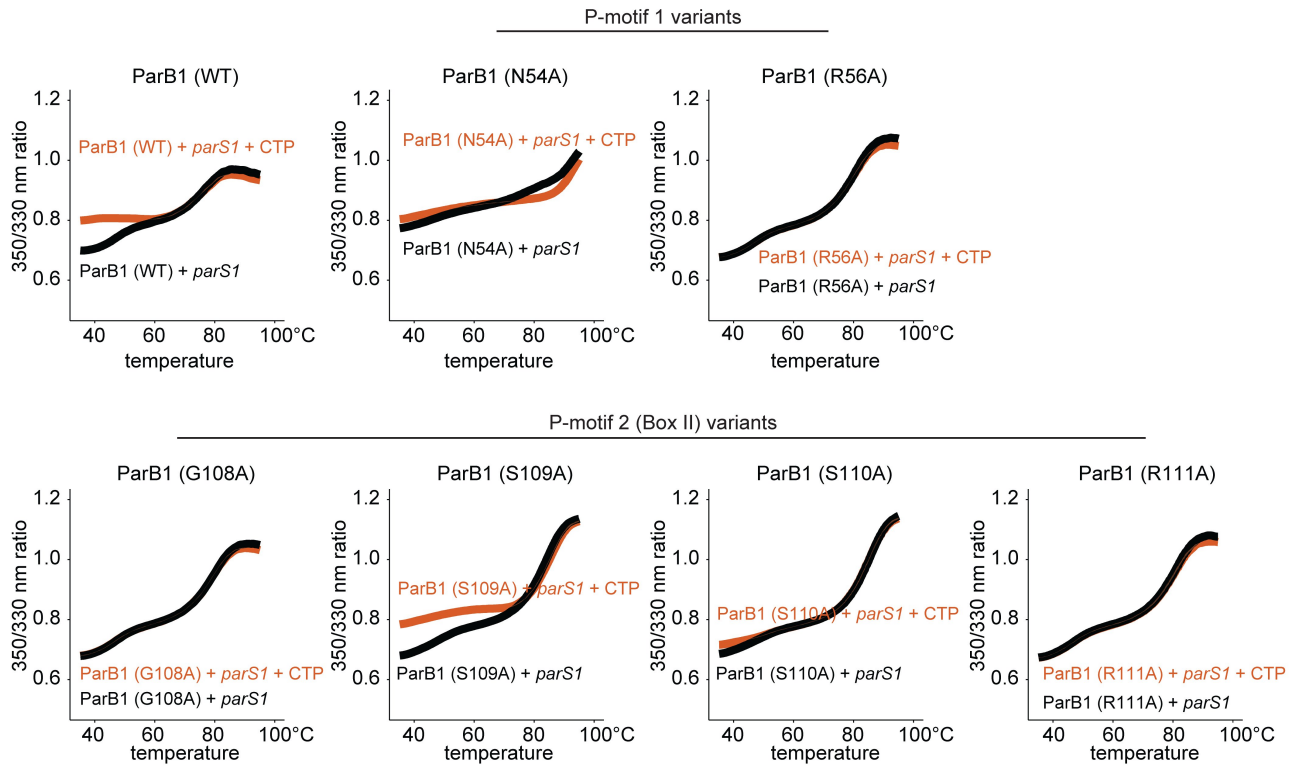**B**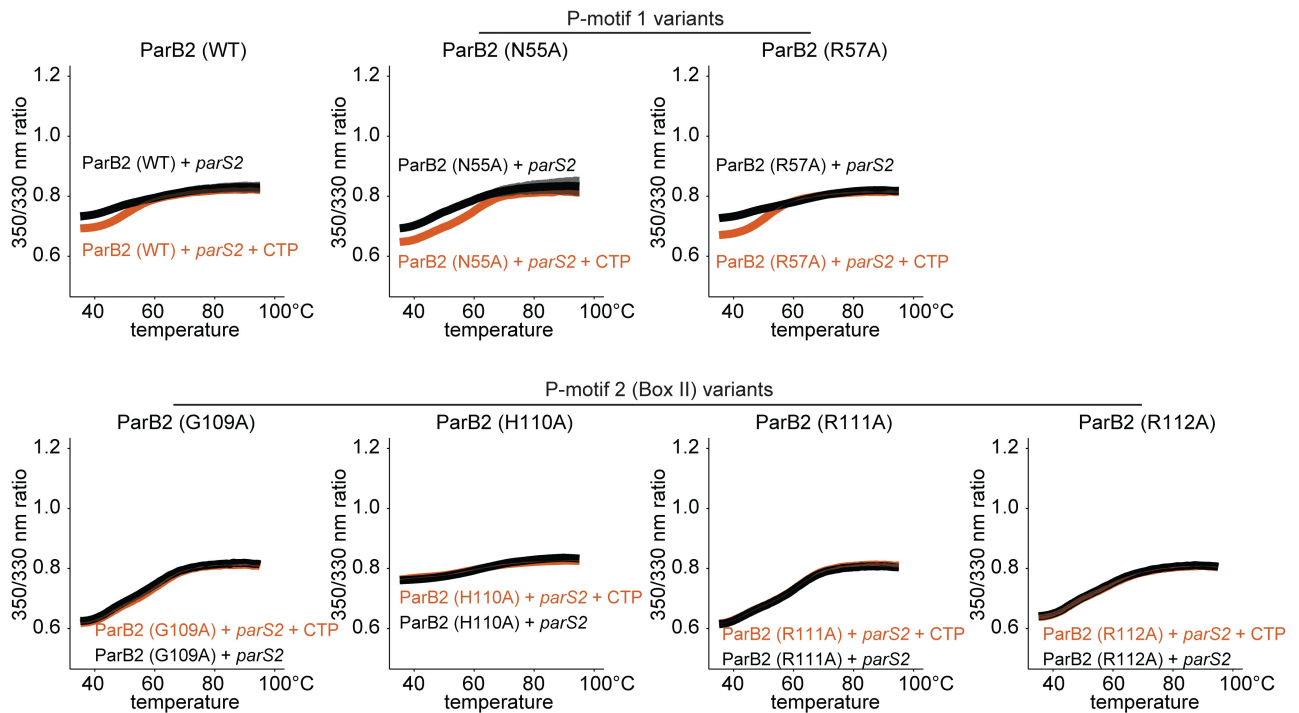

**Supplementary Figure S9.** Alanine mutagenesis of the CTPase domains of the SCP1 ParB proteins impaired CTP binding. **(A)** DSF unfolding profile of 4  $\mu$ M ParB1 WT or ParB1 CTPase domain variants with 2  $\mu$ M *parS1*, in the presence or absence of 1 mM CTP. **(B)** DSF unfolding profile of 4  $\mu$ M ParB2 WT or ParB2 CTPase domain mutants with 2  $\mu$ M *parS2*, in the presence or absence of 1 mM CTP. Mean and standard deviation (shading) from three replicates are shown.

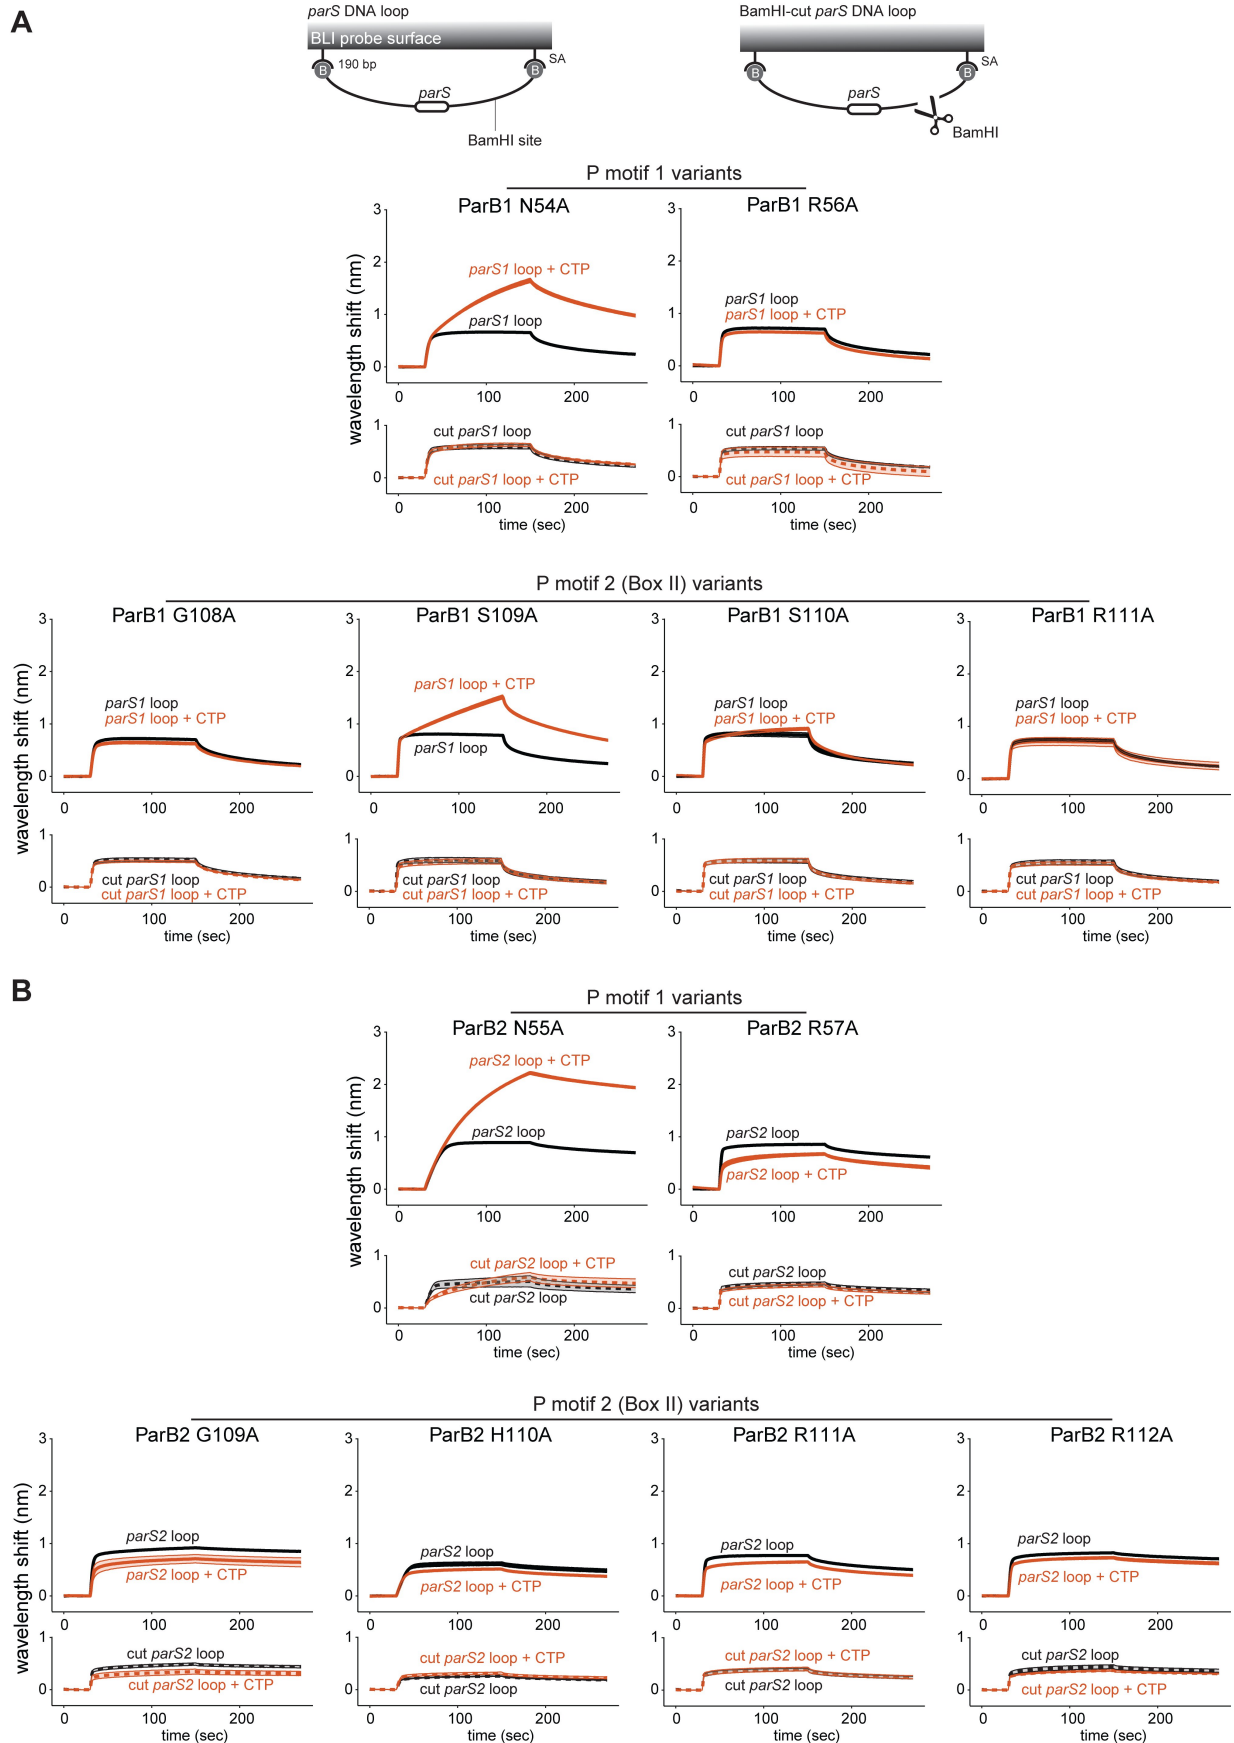

**Supplementary Figure S10.** Alanine mutagenesis of the CTPase domains of the SCP1 ParB proteins impaired the ability to accumulate on DNA *in vitro*. **(A)** BLI analysis of the interaction between 1  $\mu$ M of ParB1 variants, in the presence or absence of CTP, with an intact or BamHI-restricted DNA loop. A 190-bp dual biotinylated *parS1*-containing DNA was attached to the streptavidin (SA) coated probe to create a closed DNA loop where both ends were blocked. The closed DNA loop was subsequently restricted by BamHI to create a free end (BamHI-cut DNA). **(B)** BLI analysis of the interaction between 1  $\mu$ M of ParB2 variants, in the presence or absence of CTP, with an intact or BamHI-restricted DNA loop. The mean and standard deviation (shading) are shown for three replicates.

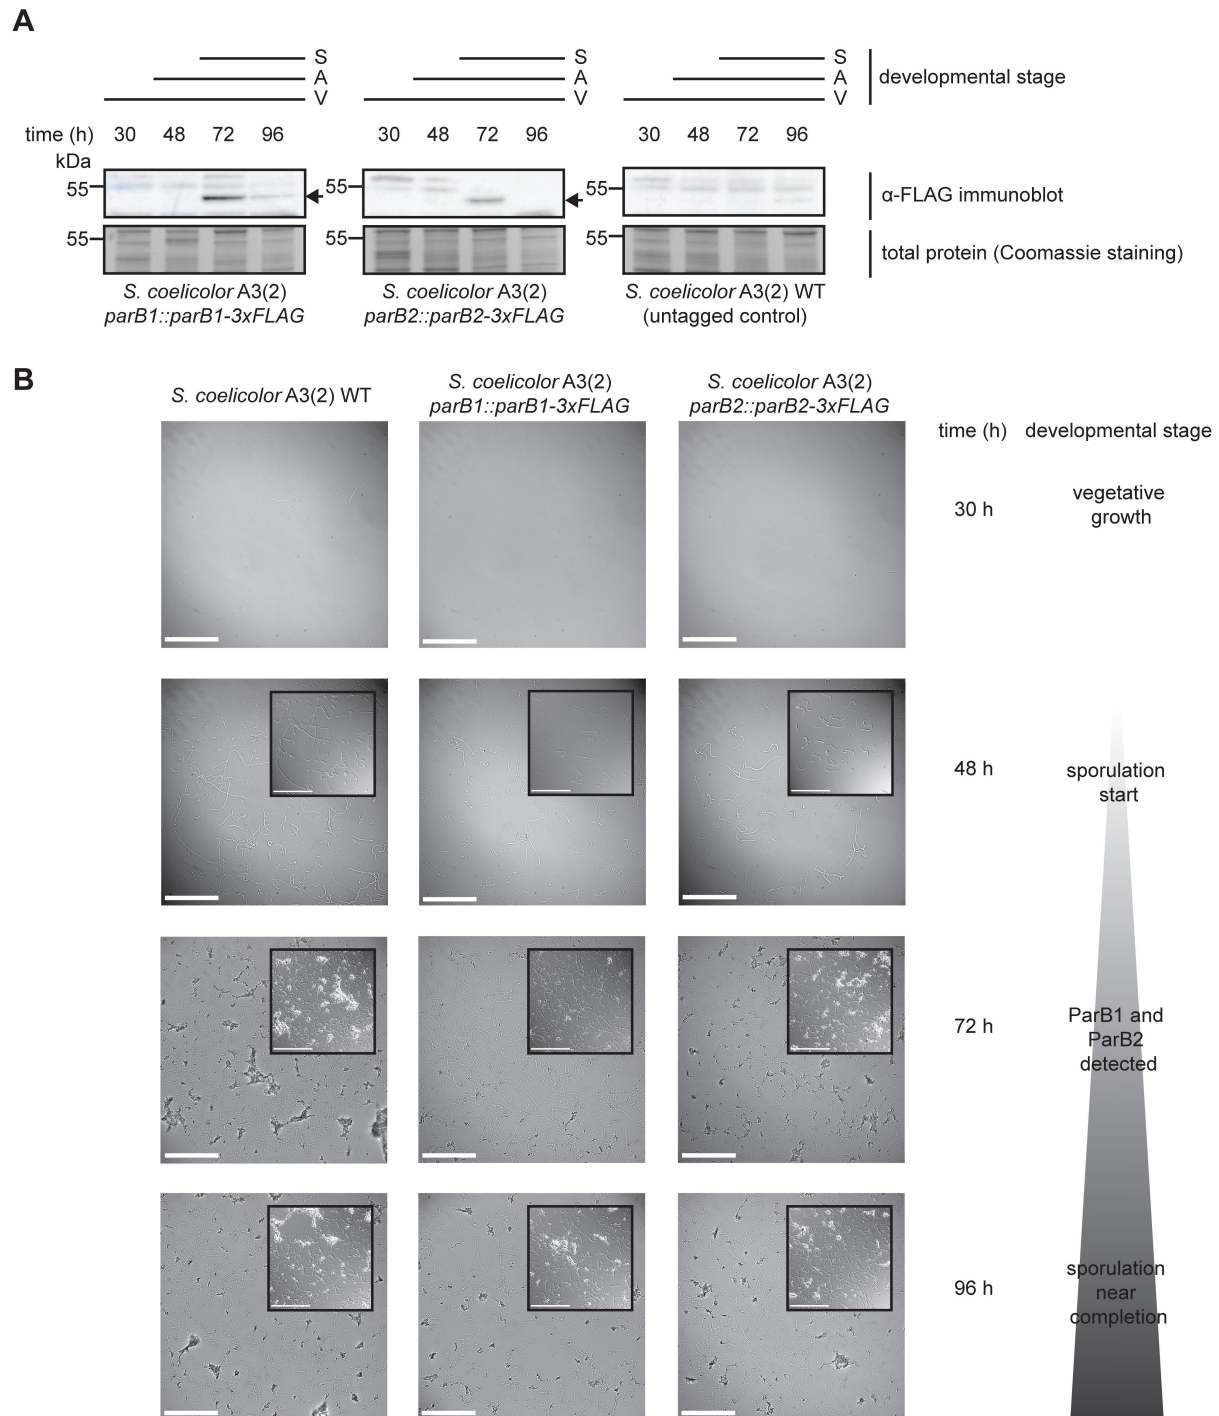

**Supplementary Figure S11. ParB1-3xFLAG and ParB2-3xFLAG protein levels across developmental stages of *S. coelicolor* A3(2).** (A) α-FLAG immunoblots of 30 μg total cell lysates isolated at the indicated timepoints from *S. coelicolor* A3(2) *parB1::parB1-3xFLAG*, *S. coelicolor* A3(2) *parB2::parB2-3xFLAG* and *S. coelicolor* A3(2) wild type (WT, untagged control), cultivated on cellophane discs overlaid on top of SFM agar. The timepoints, in hours (h), at which biomass were harvested, and the developmental stage (vegetative hyphal growth (V), aerial hyphal growth (A), and sporulation (S)) are shown, as judged by microscopic examination (see panel B). A separate Coomassie-stained SDS-PAGE gel of the same concentrations of each sample served as a loading control. Immunoblots were performed at least twice, and a representative immunoblot is shown. (B) Representative DIC images of coverslip impressions of *S. coelicolor* A3(2) wild type (WT), *S. coelicolor* A3(2) *parB1::parB1-3xFLAG* and *S. coelicolor* A3(2) *parB2::parB2-3xFLAG* strains grown on cellophane discs on SFM agar, as cultivated for the α-FLAG immunoblotting in panel A. Images were taken at the indicated timepoints (corresponding to the α-FLAG immunoblot timepoints in panel A). Only aerial hyphae undergoing sporulation or spores should attach to the hydrophobic coverslip. Spores were detected from the 48-hour timepoint in all strains. Insets show magnifications of the same region. Scale bar, 50 μm. All experiments were performed in triplicate, and a representative image is shown.

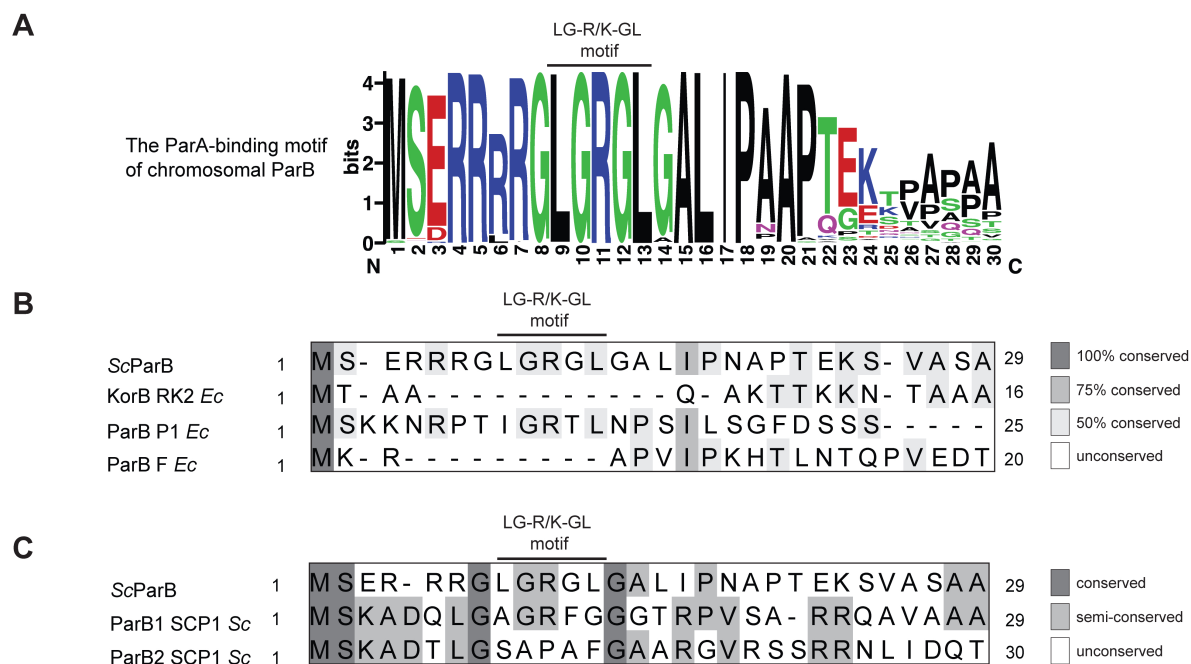

**Supplementary Figure S12.** The putative ParA-binding motifs of SCP1 ParB1 and ParB2 and ScParB are distinct. **(A)** Amino acid sequence alignments, shown as WebLogos, of ~3,500 ParB homologs obtained by pBLAST searches using ScParB as the query, reveals that the ParA-binding motif, which comprises the first 30 amino acids including the LG-RK-GL motif is highly conserved. **(B)** Multiple sequence alignments of the ParA-binding motif of ScParB with plasmid ParB proteins reveal that this motif is not conserved in plasmid ParB proteins. The proteins and their Uniprot accession numbers aligned are ParB from *S. coelicolor* (Q9RFM2), KorB from the RK2 plasmid of *E. coli* (P07674), ParB from the P1 plasmid of *E. coli* (P07621) and ParB (or SopB) from the F plasmid of *E. coli* (P62558)234. **(C)** Multiple sequence alignments of the putative ParA-binding motif of ScParB, SCP1 ParB1 and ParB2 reveal that this motif is also not conserved.

How the deposited data were processed for this re-analysis (not part of the article)

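α-FLAG ChIP-seq libraries of 3 groups of *S. coelicolor* A3(2) were used, untagged wild type, *parB1-3×FLAG* and *parB2-3×FLAG*, with 2 biological replicates each. Replicates and groups were taken from the sample labels and the paper. Each of the 18 deposited tables holds the signal of 1 library on 1 replicon, base by base.

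The authors aligned the reads with Bowtie 2 on Galaxy, calculated coverage with BEDtools genomecov, normalized it in R and deposited the coverage signal that the paper calls RPBPM. The paper names GenBank AL645882.2 as the reference. Tool versions, read length, trimming and the handling of duplicate or multiply mapped reads are not given in the sources used here. Each value is a whole number of reads, to within 0.01 reads in 100% of the values, divided by a number for that library and replicon close to its summed depth in units of 1e+06, so depth per base could be recovered. The divisor was 8.4 for SCP2 of *parB1-3×FLAG* replicate 1, for example, where the summed depth was 8.45. Depth counts overlapping reads and is not a count of molecules, and neighbouring bases share reads. The summed depth per library was, in units of 1e+06, 1160 to 1417 on the chromosome, 64.3 to 93.5 on SCP1 and 7.14 to 9.35 on SCP2. In 1 table positions were in kb and were read as such, and rows of totals without a position were left out.

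Signal was averaged in 500-bp bins and tested per replicon with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(mean signal + 0.1 times the median bin), so that fold changes of low bins are understated. All 6 libraries entered each fit, bins under 0.1 times the median were left out, and bins were called at a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold. The spread used by limma is estimated largely from all bins together, and these are not independent. Very small adjusted p-values therefore do not measure the spread between 2 libraries of a group. In simulated data made from the chromosomal libraries, 100% of the 67 bins raised 2-fold for ParB1 were recovered among 17335 bins, with 0 false calls, and on SCP1 100% of 17 such bins were recovered among 712, with 1 false call. Recovery of bins raised 1.5-fold, the calling limit, was not recorded. The simulated noise was independent between bins and held no difference in handling between strains. The false calls therefore do not tell whether such a difference made the chromosomal calls. The 2 tagged comparisons share their wild-type libraries. The correlation of their log2 fold changes across chromosomal bins, which are not independent, was 0.870, against 0.525 in simulated unchanged groups and 0.730 when each protein was set against a different wild-type library. Other measures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

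The design placed the sites at exact motif matches. A genome sequence was not used here, so sites were placed at summits instead, as local maxima at least 5 times the SCP1 median and 200 bp apart in the mean profile of the tagged libraries. This rule was chosen after the data were seen. At least 5 or 8 times the median gave 3 summits for each protein, and 3 times gave 8 for ParB1 and 4 for ParB2. Signal at a summit is then measured where it was found to be highest. With each site placed in the other replicate, an alternative chosen after seeing the data, the fold was 17.0 for ParB1 and 32.8 for ParB2. For the same reason, the junctions of the tag cassette were located from the signal, and matches with mismatches, *ScparS* and gene positions were not analysed here. The extent and the left over right ratio are values without a test, and the share of excess signal was compared between the proteins by an exact permutation test. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333 (two-sided).

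The items named were fixed before the data were examined, except the sites as described: the *parS* sites; per protein and replicon, outside 25 kb of the cognate sites, the 3 called bins with the largest fold that lay higher or lower in both tagged libraries than in both wild-type libraries; and the 3 highest regions of each plasmid over the 6 libraries. The alternatives covered bin width, pseudocount, filter, fold minimum, scaling, the groups in the fit, a replicate block, eBayes without trend, window sizes, thresholds and each replicate left out. Replicate libraries were distinct, since 0% of 500-bp bins had identical values, and the log2 difference between replicates had an SD across SCP1 bins of 0.0757 in wild type, 0.0907 in *parB1-3×FLAG* and 0.0981 in *parB2-3×FLAG*.

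The gene table used for neighbouring ribosomal RNA genes belongs to *S. coelicolor* M1152 (assembly GCF_047824265.1), another strain and build, and its coordinates were used only for the spacing of rRNA gene clusters.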

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

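The tests in this part were chosen after their results were seen, apart from the test with separate wild-type libraries at bins chosen from ParB1, as were the grouping of called bins into regions, the minimum of 10 bins for a long region and the comparison of ParB2 with ParB1.

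On the chromosome, 116 bins were higher in *parB1-3×FLAG* and 182 in *parB2-3×FLAG* than in wild type, in data where the paper reports no binding. They form 81 regions, of which the 6 longest, with at least 10 called bins each, are 6.0 to 6.5 kb long and hold 73 of the ParB1 and 75 of the ParB2 bins. They start at 1468501, 1916001, 3296501, 3685001, 4530001 and 6269501. Mean fold over wild type in these 6 regions was 2.63 to 2.87 for ParB1 and 3.29 to 3.62 for ParB2.

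The tables argue against several explanations of these bins. Binding of only ParB1 or only ParB2 would not raise the 113 bins called for both. This follows from how these bins were picked, so it is not a separate test. A further 69 bins were called for ParB2 only and 3 for ParB1 only, counts that depend on the 1.5-fold minimum. In regions with no bin called for ParB1, its fold ran from 0.934 (at 3636001) to 1.49 (at 5664501). In limma's test of ParB2 minus ParB1, 6 chromosomal bins differed by at least 1.5-fold. Chance values of the shared wild-type libraries are excluded as the whole cause for bins that rise in ParB1, because the 139 bins at least 1.5-fold higher in ParB1 than in wild type replicate 1 had a median log2 of 1.13 for ParB2 over wild type replicate 2, and 100% of them lay above 0. Outside the 6 regions, the median of 66 such bins was 0.66. For bins not called for ParB1, the 95 at least 1.5-fold higher in ParB2 replicate 1 than in wild type replicate 1 had a median log2 of 0.5528 for replicate 2 over wild type replicate 2, against -0.04 over all bins, which excludes chance values as the whole cause for them as a set. With the replicates exchanged, the median of 70 such bins was 0.63. A gradual difference in coverage along the chromosome is excluded as the whole cause, since the fold of each region was compared with that of its 20-kb flanks and the lowest ratio was 1.395 among the 38 regions called for ParB1 and 1.42 among the 81 called for ParB2. Scaling of the libraries is excluded as well, because a factor per library cancels in signal relative to the flanks. In this measure the lowest tagged library was at least 1.27 times the highest wild-type library in the 38 regions for ParB1, and at least 1.26 times in the 81 regions for ParB2.

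Reads shared between near-identical copies cannot be told apart from a rise at each of the 6 regions, because a rise at 1 copy would be spread over all copies and the handling of multiply mapped reads is not given in the sources used here. Mean wild-type signal in these regions was 0.971 times that of their flanks (0.771 to 1.24), which decides neither.

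A candidate explanation for the location is that these regions are ribosomal RNA operons. The M1152 gene table lists 18 rRNA genes in 6 clusters. Of the 5 spacings between neighbouring regions, 2 matched the spacing of its clusters within 1000 bp (largest difference 120.5 bp). In a permutation test with random placement of 6 regions, p was 1e-05, the smallest that 100000 placements can give. These matches are those of the 3 leftmost regions, and the regions were divided into left and right after this was seen. For the 3 rightmost regions, 0 of 3 spacings matched, and whether they are rRNA operons cannot be told apart from other loci, since the strains differ and no sequence of this build was used. Why DNA of such regions was recovered more in the tagged strains stays open. A difference in handling between wild-type and tagged immunoprecipitations cannot be told apart from an effect of the tagged proteins, since the 2 wild-type libraries are the only ones without a tag, and a biological association of both proteins with these regions was not tested.

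Between the tagged strains, 6 chromosomal bins differed in limma's test of ParB2 minus ParB1, and all 6 were higher in *parB2-3×FLAG*; 2065 bins differed at an unadjusted p under 0.05. The largest difference was in the bin from 3985501 to 3986000, with a log2 difference of 1.05 (standard error 0.095, adjusted p = 9.9e-21), where ParB2 was 2.14-fold and ParB1 1.03-fold wild type. The neighbouring bin from 3985001 and the bins from 3636001, 2258001, 158001 and 8006501 made up the rest, with ParB2 at 1.70 to 2.14-fold wild type and ParB1 at 0.934 to 1.29-fold. A candidate explanation is binding of ParB2, which cannot be told apart from other differences between the strains. The excess in replicate 2 over replicate 1 had a median ratio of 1.77 in the 6 bins (1.17 to 3.50), but this decides nothing, since the ratio of ParB2 itself was 1.98 at the *parS2* summits and 1.03 in the spreading area. Without *parB2-3×FLAG* replicate 2, the log2 difference of the bin from 3985001 fell to 0.52 and was no longer called. Whether a *parS2*-like sequence lies in these bins was not analysed here.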

How the results depend on the processing

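The alternatives were planned ones, except the placing of sites in the other replicate, the last 500 kb of the chromosome, division by the library median for the left over right ratio, the alternatives of the difference in spreading and those of the ParB2 minus ParB1 bins, which were chosen after seeing the data. Labels share replicate numbers, but the libraries share only a number. The correlation of replicate differences between groups across chromosomal bins was -0.22 for wild type and ParB1, -0.00016 for wild type and ParB2 and 0.025 for ParB1 and ParB2. With a replicate block, the counts of called bins were 30 and 20 on SCP1, 0 and 0 on SCP2, and 116 and 182 on the chromosome for ParB1 and ParB2.

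Of 68 alternative counts of called bins on SCP1 and the chromosome, 49 were within 1.5 times the count reported. On SCP2, where 0 bins were called, 33 of 34 alternatives also gave 0. Under these alternatives 0 bins were called lower with the 1.5-fold minimum in place. Some alternatives could not change a count, since the filter left out no bin and a 2-fold minimum could only keep the 0 on SCP2. Counts moved with bin width, as the number of bins tested changes with it. With 200-bp bins, 74 and 55 bins were called on SCP1 and 316 and 522 on the chromosome for ParB1 and ParB2; with 1000-bp bins, 15 and 11 on SCP1 and 49 and 77 on the chromosome. Without a fold minimum, 66 bins were higher and 456 lower on SCP1 for ParB1, 51 and 344 for ParB2, 810 and 280 on the chromosome for ParB1, 1573 and 1748 for ParB2, and 3 and 5 on SCP2 for ParB2. With at least 2-fold, 5 ParB2 bins were called on SCP1 and 70 and 78 bins on the chromosome for ParB1 and ParB2. A pseudocount of 1 times the median gave 5 ParB2 bins on SCP1 and 73 and 98 on the chromosome; it shrinks folds by construction. Division by the library median gave 35 ParB2 bins on SCP1; it removes the shift of the median bin. Leaving out each replicate gave 30 to 31 and 18 to 22 bins on SCP1, and 100 to 138 and 156 to 211 on the chromosome, for ParB1 and ParB2. A lone library left in a group is then assumed to vary like the other groups.

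The 6 bins that differ between ParB2 and ParB1 became 32 in either direction with 200-bp bins (3 of them lower in ParB2), 3 with 1000-bp bins, 10 and 3 with pseudocounts of 0.01 and 1 times the median, 270 without a fold minimum (52 lower) and 1 with at least 2-fold. Leaving out each replicate gave 5 to 21, with 12 and 21 without ParB1-3×FLAG replicate 1 and 2, and 21 without ParB2-3×FLAG replicate 1 (2 lower); the cause was not tested. Of 168 alternative values of the named chromosomal bins, 0 changed direction and 9 were no longer called, all of them in the ParB2 minus ParB1 comparison. Many of these settings, such as the fold minimum, the filter, the replicate block and eBayes without trend, left the log2 fold change as it was. They could not have changed its direction.

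The fold at cognate sites moved with the window. Over 50 bp it was 22.7 for ParB1 and 49.9 for ParB2, and over 500 bp 10.6 and 16.6. For ParB1, the highest base gave 20.0 and division by the library median 19.1. For ParB2, these alternatives gave 44.7 and 36.5. Leaving out each replicate gave 15.7 to 18.2 for ParB1 and 22.9 to 42.7 for ParB2. The ParB2 fold rests on 2 unlike libraries, and was 42.7 without ParB2-3×FLAG replicate 1 and 22.9 without replicate 2. At the other system's sites, division by the library median moved the fold above 1, to 1.02 for ParB1 and 1.08 for ParB2. For ParB1 it was 0.934 over 50 bp, 0.875 over 500 bp, 0.880 for the highest base and 0.864 to 0.946 with each replicate left out. For ParB2 it was 0.991, 0.922, 0.937 and 0.939 to 1.02.

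The left extent was 31.8 kb for ParB1 and 20.9 kb for ParB2 at 2 scaled deviations, and 21.8 and 11.9 kb at 5. The ParB2 left extent was 12.4 kb with 500-bp bins and 13.4 kb without gaps. The ParB1 right extent was 2.62 kb at 2 scaled deviations and 0.622 kb with 500-bp bins. Leaving out each wild-type replicate gave 28.8 to 30.8 kb for the ParB1 left and 1.12 to 2.62 kb for the ParB1 right extent, which was 2.62 kb without wild type replicate 1. The ParB1 left extent was the longer under each of these settings.

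The left over right ratio stayed above 1 under each alternative, at 2.42 and 1.60 over 10 kb for ParB1 and ParB2, and 1.42 over 20 kb for ParB2. Division by the library median left it at 2.16 and 1.54. A factor per library cancels in this ratio, so this alternative could not have changed it. The share of excess near ParB1 summits was 33.9% within 250 bp, 48.2% within 1 kb, 43.1% with 15-kb flanks and 44.7% with values as deposited. ParB1 minus ParB2 stayed negative, between -29.4 and -21.3 percentage points. Over the last 500 kb of the chromosome, the depth ratio rose to 2.50 for SCP1 and 3.11 for SCP2, since depth is lower there. The junction signal had no alternative. At this depth, 2-fold changes were recovered in simulated data, but 2 libraries per group limit each comparison.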

Differences from the paper's values

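The paper gives the enriched area of both proteins as 15 to 20 kb wide, and both ends of this range were compared. At the threshold of 3 scaled deviations, the ParB1 enriched area was 32.0 ± 1.41 kb wide (SD, n = 2). This is more than 1.5 times the paper's 15 kb and the paper's 20 kb. Among the alternatives set before the data were examined, the width came within 1.5 times the paper's 20 kb at 5 scaled deviations (25.5 kb). It did not at 2 scaled deviations (37.0 kb), with 500-bp bins (30.7 kb), without gaps (32.0 kb), or without wild type replicate 1 (36.0 kb) or replicate 2 (32.5 kb). None of these alternatives brought it within 1.5 times the paper's 15 kb. The bins called by limma at 1.5-fold or more lay between 116501 and 131500 for ParB1, and between 206501 and 224000 for ParB2. Both of these spans lie within the paper's range of 15 to 20 kb. The paper states no threshold for its approximate range, so the larger ParB1 width may reflect only the more sensitive threshold used here.

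The legend of Supplementary Fig. S7B places the accumulation 15 to 20 kb downstream of the sites, and the panel marks spreading mostly to the left of the summits, so the extent to the left was compared with it. The orientation of the operons was not analysed here. The ParB1 extent to the left was 27.8 ± 2.12 kb (SD, n = 2), more than 1.5 times the paper's 15 kb but not the paper's 20 kb. Against the paper's 15 kb, it came within 1.5 times at 5 scaled deviations (21.8 kb), and did not at 2 scaled deviations (31.8 kb), with 500-bp bins (27.6 kb), without gaps (27.8 kb), or without wild type replicate 1 (30.8 kb) or replicate 2 (28.8 kb). Against the paper's 20 kb, it was more than 1.5 times as long at 2 scaled deviations and without wild type replicate 1, and not under the other alternatives. For ParB2, the width of 21.0 kb and the left extent of 14.9 kb were within 1.5 times both ends of the paper's range. Among the alternatives, the ParB2 width was more than 1.5 times the paper's 15 kb at 2 scaled deviations (27.0 kb), and the paper's 20 kb was more than 1.5 times the ParB2 left extent at 5 scaled deviations (11.9 kb) and with 500-bp bins (12.4 kb).

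The paper states that neither protein bound elsewhere on SCP1, SCP2 or the chromosome. On SCP1 more than 25 kb from the cognate summits, and on SCP2, 0 bins were called for either protein with values as deposited. On the chromosome, 116 bins were called higher for ParB1 and 182 for ParB2, 113 of them for both.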

Other observations

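The tests of explanations in this part were all chosen after the results were seen.

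The ParB2 replicates differed at the summits and not in the spreading area. The excess over wild type at the summits was 1.98 times as high in *parB2-3×FLAG* replicate 2 as in replicate 1, while in the 10 kb of spreading left of the summits it was 1.03 times as high. A higher yield of the whole immunoprecipitation in replicate 2 would raise both by the same factor, so these values argue against it as the whole cause. For ParB1 the ratios were 1.17 at the summits and 0.813 in the spreading area. Cross-linking and fragment length per library were not analysed here, and no biological explanation was tested, since replicates of a group share their condition.

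The signal of both proteins lies mostly left of the sites. The paper describes a cassette inserted at the 3′ end of each *parB* gene, and Fig. 3A draws both genes pointing right at the right-hand end of their operons. The position of the cassette was not measured independently here. Between 0.5 and 5 kb right of the rightmost summit, ParB1 signal was 1.119 ± 0.0194-fold wild type (SD, n = 2, after division by the library median) and ParB2 signal 1.08 ± 0.0144-fold, against 3.00-fold and 1.74-fold at the same distance on the left. An effect of the inserted cassette on spreading may contribute, but it cannot be told apart from a direction of spreading set by the plasmid itself, because no library of a strain with the tag and without the cassette was analysed here.

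Plasmid depth relative to the part of the chromosome that the paper's copy-number calculation covers was 1.17 and 1.27 for SCP1 and 1.47 and 1.56 for SCP2 in the wild-type libraries. The paper's copy numbers come from sequencing of spores, another condition. Chromosome replication in growing mycelium is a candidate cause of the lower ratio, since wild-type depth was 3.46 times as high in the highest 100 kb as in the last 500 kb of the chromosome. Set against these last 500 kb, an alternative chosen after seeing the data, the ratio was 2.50 ± 0.0855 (SD, n = 2) for SCP1 and 3.11 ± 0.0441 for SCP2. How immunoprecipitation changes these ratios was not tested.

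Both plasmids had a higher depth ratio in the tagged libraries. For SCP1 it was 1.56 ± 0.0538 (SD, n = 2) in *parB1-3×FLAG* and 1.52 ± 0.0481 in *parB2-3×FLAG*. For SCP2, on which 0 bins were called, it was 1.80 ± 0.0298 and 1.942 ± 0.0278, against 1.51 ± 0.0589 in wild type. No explanation was tested.

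Regions of SCP1 were raised in all 6 libraries, wild type included. The bin from 279501 to 280000 was at 4.04 and 3.77 times the SCP1 median in wild type and at 3.09 to 3.64 times in the tagged libraries. The bin from 79001 to 79500 was at 2.40 and 2.37 times in wild type, and that from 131501 to 132000, next to the ParB1 sites, at 2.34 and 2.08 times. Depth on the chromosome also dropped at the left edge of the part used for the depth ratio, where the 100 kb to the left had 1.68 and 1.65 times the depth of the 100 kb to the right in wild type. The paper left out the part to the left of this edge because of a duplicated terminal inverted repeat.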
